# Identification of a Novel Transcription Factor TP05746 Involved in Regulating the Production of Plant-Biomass-Degrading Enzymes in *Talaromyces pinophilus*

**DOI:** 10.3389/fmicb.2019.02875

**Published:** 2019-12-13

**Authors:** Ting Zhang, Lu-Sheng Liao, Cheng-Xi Li, Gui-Yan Liao, Xiong Lin, Xue-Mei Luo, Shuai Zhao, Jia-Xun Feng

**Keywords:** transcription factor, plant-biomass-degrading enzymes, mycelial development, conidiation, *Talaromyces pinophilus*

## Abstract

Limited information on transcription factor (TF)-mediated regulation exists for most filamentous fungi, specifically for regulation of the production of plant-biomass-degrading enzymes (PBDEs). The filamentous fungus, *Talaromyces pinophilus*, can secrete integrative cellulolytic and amylolytic enzymes, suggesting a promising application in biotechnology. In the present study, the regulatory roles of a Zn2Cys6 protein, TP05746, were investigated in *T. pinophilus* through the use of biochemical, microbiological and omics techniques. Deletion of the gene *TP05746* in *T. pinophilus* led to a 149.6% increase in soluble-starch-degrading enzyme (SSDE) production at day one of soluble starch induction but an approximately 30% decrease at days 2 to 4 compared with the parental strain Δ*TpKu70*. In contrast, the *T*. *pinophilus* mutant Δ*TP05746* exhibited a 136.8–240.0% increase in raw-starch-degrading enzyme (RSDE) production, as well as a 90.3 to 519.1% increase in cellulase and xylanase production following induction by culturing on wheat bran plus Avicel, relative to that exhibited by Δ*TpKu70*. Additionally, the mutant Δ*TP05746* exhibited accelerated mycelial growth at the early stage of cultivation and decreased conidiation. Transcriptomic profiling and real-time quantitative reverse transcription-PCR (RT-qPCR) analyses revealed that TP05746 dynamically regulated the expression of genes encoding major PBDEs and their regulatory genes, as well as fungal development-regulated genes. Furthermore, *in vitro* binding experiments confirmed that TP05746 bound to the promoter regions of the genes described above. These results will contribute to our understanding of the regulatory mechanism of PBDE genes and provide a promising target for genetic engineering for improved PBDE production in filamentous fungi.

## Introduction

Soil filamentous fungi play crucial roles in terrestrial carbon cycling because they can decay organic matter, including plant biomass (Gougoulias et al., 2014) via secretion of plant-biomass-degrading enzymes (PBDEs), such as cellulase, hemicellulose, and amylase (Bornscheuer et al., 2014). Most of the PBDEs are produced in nature by *Trichoderma*, *Penicillium* and *Aspergillus*, but they generate only low yields (Passos et al., 2018). Therefore, genetic improvement of natural fungal producers such as enzymes needs to be further explored, with an aim of developing strains capable of high production of PBDEs.

In the enzyme market, cellulases and amylases account for the majority of PBDEs. Cellulases are the complexes comprising cellobiohydrolases (EC 3.2.1.91; CBHs), endo-β-1,4-glucanases (EC 3.2.1.4; EGs), and β-1,4-glucosidases (EC 3.2.1.21; BGLs)^1^. Synergistic action among these enzymes is required for cellulose hydrolysis into glucose. During the process, EGs randomly break internal β-1,4-glycosidic bonds in glucan chains to release glucooligosaccharides, resulting in new chain ends. CBHs act on both ends of glucooligosaccharide chains to produce mainly cellobiose. Both soluble glucooligosaccharide and cellobiose are hydrolyzed by BGLs to yield glucose (Bornscheuer et al., 2014).

Comparably, amylases are classified broadly into glucoamylases (EC 3.2.1.3; GLAs), α-amylases (EC 3.2.1.1; AMYs), α-glucosidases (EC 3.2.1.20; AGAs) and 1,4-α-glucan-branching enzymes (EC 2.4.1.18) according to the action principle (see text footnote 1). Among them, GLAs attack α-1,4- or α-1,6-glucosidic bonds at the non-reducing ends of starch chains to release glucose, while AMYs break internal α-1,4-glycosidic bonds of starch chains to generate straight and branched oligosaccharides or maltose. AGAs digest maltose into glucose (Marín-Navarro and Polaina, 2011). Moreover, amylolytic enzymes can show activity toward soluble starch, known as soluble starch-degrading enzymes (SSDEs). Some amylolytic enzymes, known as raw starch-degrading enzymes (RSDEs), can directly hydrolyze raw starch granules below the starch gelatinization temperature (Sun et al., 2010). SSDEs are commonly used for conventional starch processing, including two-step liquefaction and saccharification. During liquefaction, raw starch is first gelatinized at a high temperature (95–105°C) and then liquefied into dextrin via the thermophilic AMYs. Subsequently, GLAs are applied in the saccharification step to hydrolyze the cooled dextrin into glucose at 60–65°C (Sánchez and Cardona, 2008; Görgens et al., 2015). However, the conventional liquefaction step requires high energy input and extra equipment, resulting in a high cost of the starch-derived products.

RSDEs contain the specific starch-binding domain (SBD) that enables them to bind onto the surface of raw starch granules (Sorimachi et al., 1997; Machovic and Janecek, 2006; Xu et al., 2016). RSDE application can reduce the process cost since the liquefaction step would not be needed (Sun et al., 2010; Lee et al., 2012). It was estimated that the application of RSDE in ethanol production, using starch as feedstock, could reduce the fuel cost of the total ethanol product by about 10–20% (Robertson et al., 2006).

Genetic engineering of fungal strains, based on the regulatory network of transcription factors (TFs) and their target genes, is an efficient strategy by which to improve functional enzyme yields. TFs are proteins that control transcription of target genes through binding to specific DNA sequence elements such as promoters, enhancers, etc. TF-mediated transcriptional control is a central regulatory mechanism in all eukaryotic organisms (Weirauch and Hughes, 2011). More than 90 types of TFs in eukaryotes have been identified, including zinc finger (Zn2Cys6, C2H2, GATA, CCHC, DHHC, etc.), helix-turn-helix (HTH), basic leucine zipper (bZIP), APSES and winged helix repressor DNA-binding domain (Weirauch and Hughes, 2011; Carrillo et al., 2017). The regulatory roles of individual TFs vary under different conditions.

Transcriptional expression of genes encoding PBDEs is strictly controlled by specific TFs in filamentous fungi. Since XlnR was first identified to be involved in regulating the expression of genes encoding enzymes involved in degrading plant cell walls in *Aspergillus* (van Peij et al., 1998), several TFs have been found to be expressed in the presence of recalcitrant carbon sources, such as the key activators CLR-2 (Coradetti et al., 2012; Zhao et al., 2016), AmyR (Li et al., 2015), and PoxCxrA (Yan et al., 2017). Among them, CLR-2 and PoxCxrA encode Gal4-like Zn2Cys6 proteins, and play essential roles in the regulation of fungal cellulase gene expression in the presence of cellulose. In *Neurospora crassa*, the expression of *clr-2* is induced by the TF CLR-1 (Coradetti et al., 2012), while it is induced by PoxCxrA in *Penicillium oxalicum* (Liao et al., 2019). The CLR-1 homolog ClrA is less involved in the regulation of cellulase gene expression in *P. oxalicum* (Liao et al., 2019), as well as in *Aspergillus nidulans* (Coradetti et al., 2012; Tani et al., 2014).

The Zn2Cys6 proteins AmyR and/or COL-26 are necessary for amylolytic gene expression in filamentous fungi such as *P. oxalicum*, *N. crassa*, *T. pinophilus*, *Aspergillus* spp., and are required for starch and maltose utilization (Li et al., 2015; Xiong et al., 2017; Zhang et al., 2017). Additionally, AmyR inhibits the expression of cellulase genes and its expression is regulated by *ClrB* in *P. oxalicum* (Li et al., 2015). COL-26 regulates cellulase gene expression and enzyme production, synergistically functioning with the carbon catabolite repressor, CRE-1 (Xiong et al., 2014).

CRE-1 mediates carbon catabolite repression (CCR) that represses cellulase gene expression in the presence of favorable carbon source such as glucose. CRE-1 could directly bind to the promoter regions of major cellulase and xylanase genes and their regulatory genes, such as *clr-2*, resulting in reduction of enzyme yields (Li et al., 2015; Huberman et al., 2016).

The soil fungus *T. pinophilus*, formerly called *Penicillium pinophilus*, produces useful PBDEs such as α-amylase, glucoamylase, cellulase, xylanase, and laccase (Pol et al., 2012; Visser et al., 2013; Kusum et al., 2014; Xian et al., 2015) and medical metabolites such as 3-*O*-methylfunicone and talaromycolides 1–3, 5, and 11. The metabolite 3-*O*-methylfunicone is able to repress mesothelioma cell motility, while talaromycolide kills human-pathogenic methicillin-resistant *Staphylococcus aureus* (Buommino et al., 2012; Zhai et al., 2015). *T. pinophilus* strain 1–95 was isolated in China (Xian et al., 2015), and shown to produce several PBDEs (Li et al., 2017), albeit at low yields.

Comparative transcriptomic profiling and genetic analyses of *T. pinophilus* strain 1–95 identified seven novel regulatory genes that regulate SSDE production. Among them, TpRfx1 (TP06128), positively regulated SSDE production of *T. pinophilus* via binding to the promoter regions of major amylase genes (Liao et al., 2018). Intriguingly, deletion of another candidate regulatory gene *TP05746*, encoding a Zn2Cys6 protein, resulted in a 51.4% increase in SSDE production, compared with the parental strain Δ*TpKu70* when cultured directly on medium containing soluble corn starch (SCS) for 5 days (Liao et al., 2018), but its detailed biological roles are unknown.

In this study, we found that *TP05746* regulated the production of various PBDEs including SSDE, RSDE, cellulase and xylanase of *T. pinophilus*, as well as mycelial growth and conidiation. Experiments further confirmed that TP05746 could bind to the promoter regions of major PBDE genes and their key regulatory genes, and to growth- and development-associated regulatory genes.

## Materials and Methods

### Fungal Strains and Culture Conditions

*Talaromyces pinophilus* wild-type strain 1–95 (#2645, China General Microbiological Culture Collection, Beijing, China; CGMCC) was isolated from a dry ploughed field in China (Xian et al., 2015). Deletion mutants Δ*TpKu70* and Δ*TP05746* were constructed by knocking out the *TpKu70* gene in strain 1–95 and the *TP05746* gene in Δ*TpKu70*, respectively (Zhang et al., 2017; Liao et al., 2018). The Δ*TpKu70* has no apparent difference in vegetative growth and enzyme production when compared with wild-type strain 1–95 (Zhang et al., 2017). All *T. pinophilus* strains were maintained on potato-dextrose agar (PDA) plates at 4°C or stored in 25% glycerol at -80°C. Cultivation of *Penicillium oxalicum* strains was consistent with the *T. pinophillus* strains. Mutant Δ*PoxKu70* (#3.15650, CGMCC) was derived from the wild-type HP7-1 via deleting gene *PoxKu70* (Zhao et al., 2016).

Asexual spores (conidia) were collected from fungal cells cultured on PDA plates at 28°C for 6 days, resuspended in aqueous 0.2% (v/v) Tween-80, and adjusted to a concentration of 1 × 10^8^ spores mL^–1^. For mycelial growth for DNA extraction, the fungus was cultured on liquid complete medium (LCM; Liao et al., 2018). Culture conditions for enzyme activity analysis, RNA sequencing, and real-time quantitative reverse transcription-PCR (RT-qPCR) analysis were as described previously (Liao et al., 2018). For RNA sequencing, total RNA was extracted from mycelium harvested after 12-h culture following transfer from glucose into medium containing 1% (w/v) soluble corn starch (SCS; Sigma-Aldrich, St. Louis, MO, United States).

For mycelial growth and observation by light microscopy, standard liquid medium (SLM; Liao et al., 2018) containing 1% (w/v) D-glucose, 1% (w/v) SCS, 2% (w/v) wheat bran plus Avicel [WA; wheat bran: Avicel = 1: 1; (w/w); Sigma-Aldrich, St.] or 2% (w/v) Avicel and/or 0.2% (w/v) 2-deoxy-glucose (2-DG) was inoculated with *T. pinophilus* spores and cultured at 28°C for 12 to 120 h. For phenotypic analyses, 1% (w/v) D-glucose, 1% (w/v) SCS or 2% (w/v) WA were added to solid low-salt minimal medium (LsMM) plates, with PDA being used as a positive control. For measurement of enzymatic activity, *P. oxalicum* strains were cultivated in Avicel medium according to the descried by Yan et al. (2017).

### Extraction of Total DNA and RNA From *Talaromyces pinophilus*

Extraction of total DNA and RNA from mycelia of *T. pinophilus* strains was carried out by the method described previously (Yan et al., 2017) with some modifications. In brief, for total DNA extraction, the harvested mycelia were ground in liquid nitrogen and lysate reagent (pH 8.0) was added immediately at a ratio of 10:1 (v: w). Subsequently, an equal volume of a phenol-chloroform mixture was added to the extract to remove proteins, followed by centrifuging at 11,300 × *g* at 4°C for 10 min. Finally, DNA was precipitated using isopropanol at a ratio of 1:1 (v: v).

Total RNA was extracted using TRIzol RNA Kit (Life Technologies, Carlsbad, CA, United States), according to the manufacturer’s instructions.

### Southern Hybridization Analysis

The only one-site mutation in the mutant Δ*TP05746* was confirmed using Southern hybridization analysis, according to the protocols of the DIG (digoxigenin)-High Prime DNA Labeling & Detection Starter Kit (Life Technologies, Carlsbad, CA, United States). Briefly, genomic DNA from each of the Δ*TpKu70* and the Δ*TP05746* mutants was extracted and digested by *Hin*dIII (TaKaRa Bio Inc., Dalian, China), and then transferred onto a Hybond-N^+^ Nylon membrane (GE Healthcare Limited, Amersham, United Kingdom). PCR was used to amplify the hybridization probe, using a specific primer pair TP05746-T-F/TP05746-T-R (Supplementary Table S1).

### Measurement of PBDE Production and Intracellular Protein Concentration Assays

Plant-biomass-degrading enzymes activities, including SSDE, raw starch-digesting enzymes (RSDE), cellulase and xylanase activities, were assayed as previously described (Liao et al., 2018; Zhang et al., 2019). Briefly, 50 μL of appropriately diluted crude extract produced from the parental strain Δ*TpKu70* or its deletion mutant Δ*TP05746*, were added to 450 μL of 100 mM citrate-phosphate buffer (pH 5.0) containing 1% SCS (Sigma-Aldrich), 1% raw cassava flour (farmer’s market, Nanning, China), 1% CMC-Na (Sigma-Aldrich, Darmstadt, Germany), or 1% beechwood xylan (Megazyme International Ireland, Bray, Ireland), and 1 mL of 100 mM citrate-phosphate buffer pH 5.0, containing Whatman No. 1 filter paper (50 mg, 1.0 cm × 6.0 cm; GE Healthcare Limited, Little Chalfont, United Kingdom). The mixture was incubated at 50–60°C for 10–60 min. The reducing sugars released were determined using the 3,5-dinitrosalicyclic acid method, measuring A_540_ (Miller, 1959). One unit of enzymatic activity (U) was defined as the required amount of enzyme required to produce 1 μmol reducing sugar per minute from the reaction substrates.

The substrates *p*-nitrophenyl-β-D-cellobioside (pNPC) and *p*-nitrophenyl-β-D-glucopyranoside (pNPG) (both from Sigma-Aldrich) were used for measurement of pNPCase and pNPGase activities, respectively. An aliquot (10 μL or 68 μL) of appropriately diluted crude extract from Δ*TpKu70* or Δ*TP05746*, was added into 130 or 72 μL of a mixture containing 14 μL 25 mM pNPG or pNPC, and incubated at 50°C for 15 min. Sodium carbonate (70 μL, 0.4 M) was added to stop the reaction. The *p*-nitrophenol liberated was measured at wavelength of 410 nm, with one unit of enzymatic activity (U) being defined as the amount of enzyme that produced 1 μmol of *p*-nitrophenol per minute from an appropriate substrate. All the assays were performed in three biological replicates.

Protein concentration in extracts of *T. pinophilus* strains was measured using the Bradford assay kit (Pierce Biotechnology, Rockford, IL, United States).

### Determination of Mycelial Dry Weight

Mycelial dry weight of *T. pinophilus* strains cultured in SLM containing 1% D-glucose or 1% SCS as the sole carbon source was determined gravimetrically as previously described (Liao et al., 2018). In brief, 1.0 × 10^8^ fresh spores were inoculated into 100 mL of the above medium and shake-cultured at 28°C and 180 rpm for 12 to 84 h. The hyphae were harvested by vacuum suction filtration every 12 h and then dried at 50°C to a constant weight. All the assays were performed in three biological replicates and the mean ± SD of the three replicates is presented.

### Light Microscopy Observation

Light microscopy observation of *T. pinophilus* mycelia was performed according to previously described methods (Xiong et al., 2018). The harvested hyphae from *T. pinophilus* strains grown on SLM containing 1% D-glucose, 1% SCS, or 2% WA for 12–36 h was transferred onto microscope slides. The slides were observed under a light microscope (OLYMPUS DP480; Olympus, Tokyo, Japan), and photomicrographs were analyzed using cellSence Dimension digital imaging software (Olympus).

### Real-Time Quantitative Reverse Transcription-PCR (RT-qPCR) Analysis

The PrimeScript^TM^ RT Reagent kit (TaKaRa Bio Inc.) was used to synthesize the first-strand cDNA from total RNA of mutant Δ*TpKu70* as the template, according to the manufacturer’s instruction. The PCR reaction mixture (20 μL) was composed of 10 μL of SYBR Premix ExTaq II (TaKaRa Bio Inc), 1.6 μL of 10 μM each primer (Supplementary Table S1), 2.0 μL of first-strand cDNA and 6.4 μL of sterile water. All the reaction cycles were run as follows: initial denaturation for 3 min at 96°C, followed by 40 cycles of 10 s each at 96°C, and 60°C for 30 s. The fluorescence signals were observed at the end of each extension step at 80°C. The relative expression levels of the tested genes were calculated as described previously (Zhang et al., 2017).

### RNA Sequencing

RNA sequencing of *T. pinophilus* strains was performed by BGI, Shenzhen, China, as described by He et al. (2018). A cDNA library was constructed with an average length of 100 bp for each sample and assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States) and an ABI StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA, United States), and then sequenced using an Illumina HiSeq 4000 system. Clean reads generated were mapped onto the genome of *T. pinophilus* strain 1–95 (Li et al., 2017) for functional annotation using BWA v0.7.10-r789 (Li and Durbin, 2009) and Bowtie2 v2.1.0 (Langmead and Salzberg, 2012). The gene expression levels (fragments per kilobase of exon per million mapped reads, FPKM) and differentially expressed genes (DEGs) were calculated and screened for, using the software RAEM v1.2.12 (Li and Dewey, 2011) and DESeq (Love et al., 2014), respectively. Genes with | log2 (Δ*TP05746*_FPKM/Δ*TpKu70*_FPKM)| ≥ 1 and *p*-value ≤ 0.05 were defined as DEGs.

### Overexpression of Gene *TP05746* in *Penicillium oxalicum*

Overexpression of gene *TP05746* was performed in filamentous fungus *P. oxalicum* according to the method for complementary strain construction described by Yan et al. (2017). Briefly, the overexpression cassette comprised of four fragments including approximately 2 kb of left- and right-flanking sequences of gene *POX05007* encoding a aspartic protease (Wang et al., 2018), G418 resistance gene, and gene *TP05746* sequence with a strong promoter pPoxEgCel5B (Wang et al., 2018) and gene *TP05586* terminator, was constructed via fusion PCR. These fragments were amplified using PCR with specific primer pairs (Supplementary Table S1). The constructed overexpression cassette was introduced into the fresh protoplasts of the parental strain Δ*PoxKu70* based on the methods previously described (Zhao et al., 2016). The overexpressed transformants were isolated and confirmed via corresponding antibiotics G418 and hygromycin, and PCR with specific confirmation primers (Supplementary Table S1).

### Recombinant Expression of DNA Fragment Encoding TP05746

A DNA fragment (1002 bp) of *TP05746* was amplified with PCR using primer pairs TP05746-F2/TP05746-R2 (Supplementary Table S1). The DNA fragment was cloned into vector pET32a (+) digested with *Sac*I, using ClonExpress^®^ II One Step Cloning Kit (Vazyme Biotech, Nanjing, China). The recombinant plasmid pET32a-TP05746 was introduced into *E. coli* Trans-DE3 cells, and then induced with 0.5 mM isopropyl-beta-D-thiogalactopyranoside (IPTG) and cultured at 16°C for 24 h. The recombinant protein, rTP05746, labeled with Trx-His-S tags, was purified using Ni-nitrilotriacetic acid (Ni-NTA) resin. Trx-His-S fusion protein and bovine serum albumin (BSA) were used as negative controls.

### Electrophoretic Mobility Shift Assay

Electrophoretic mobility shift assay (EMSA) was performed as previously described (Yan et al., 2017). Briefly, DNA fragments approximately 1,000-bp upstream from the ATG start codons of the tested genes were amplified by PCR, using specific primers labeled with 6-carboxyfluorescein (FAM) at the 3′ terminus (Supplementary Table S1) as EMSA probes, and a 500-bp DNA sequence upstream from the ATG start codon of *TP10751* encoding β-tubulin (with a FAM label) was used as a control. DNA fragments of the same length but without the FAM label were used as competitive EMSA probes. Approximately 50 ng of DNA probes were mixed with 0, 0.5, 1.0, 1.5, or 2.0 μg of rTP05746 in 2 μL of binding buffer (Liao et al., 2018) and incubated at 25°C for 20 min. In each EMSA reaction, non-specific sheared salmon sperm DNA was added, in order to prevent non-specific binding between protein and probes. For the control, 2.0 μg of BSA or Trx-His-S fusion protein were used. For the competitive EMSA, 2.0 μg of rTP05746 were mixed with 50 ng of DNA probe with the FAM label and 250–2500 ng of competitive EMSA probes. DNA-protein complexes were separated by 4% polyacrylamide Tris–acetic acid–EDTA gel electrophoresis and detected with the Bio-Rad ChemiDoc^TM^ MP Imaging System (Bio-Rad Laboratories, Inc., Hercules, CA, United States) at 489–506 nm.

### Phylogenetic Analysis

Proteins homologous to TP05746 were downloaded from NCBI website using BLASTP^2^. The neighbor-joining method and a Poisson correction model were used to construct a phylogenetic tree using software MEGA7.0 (Kumar et al., 2016), with 1000 replicates being used to calculate bootstrap values and gaps, and to handle missing data.

### Statistical Analysis

All experimental data associated with enzyme production, intracellular protein concentration, counts by microscopy, gene transcription and biomass were statistically analyzed using Microsoft Excel (Office 2016; Microsoft, Redmond, WA, United States). Summary statistics presented are mean ± SD. Significance analyses (*p* ≤ 0.05 or *p* ≤ 0.01) among samples were performed using Student’s *t* test.

### Accession Numbers

The DNA sequence of *TP05746* is available from the GenBank database under accession number MH447996. The transcriptomic data of *T. pinophilus* strains have been deposited in Gene Expression Omnibus (GEO) on NCBI (accession No. GSE131872).

## Results

### TP05746 Regulates the Production of PBDEs in *Talaromyces pinophilus*

Previous work had initially found that a deletion mutant Δ*TP05746* of *T. pinophilus* showed a 51.4% increase in SSDE production, compared with the parental strain Δ*TpKu70* cultured directly in medium containing SCS as the sole carbon source (Liao et al., 2018). Protein TP05746, composed of 333 amino acids, contains a conserved Gal4-like domain, also known as a Zn2Cys6 zinc finger domain, at its C-terminus, as identified through NCBI BlastP query (Figure 1A). TP05746 shared 87% and 43% of identities with putative C6 transcription factor PMAA_081800 in *Talaromyces marneffei* ATCC 18224 (XP_002147682.1) and AN8177.2 in *Aspergillus nidulans* FGSC A4 (XP 022399897.1), respectively, with the coverage of 100% and 83%, respectively, whereas most of the aligned proteins were selected based on the conserved Zn2Cys6 zinc finger domain at the C-terminus. Additionally, phylogenetic analyses demonstrated that the TP05746 and its homologs were specific to *Talaromyces*, and phylogenetically close to those in the Ajellomycetaceae (Figure 1B).

**FIGURE 1:**
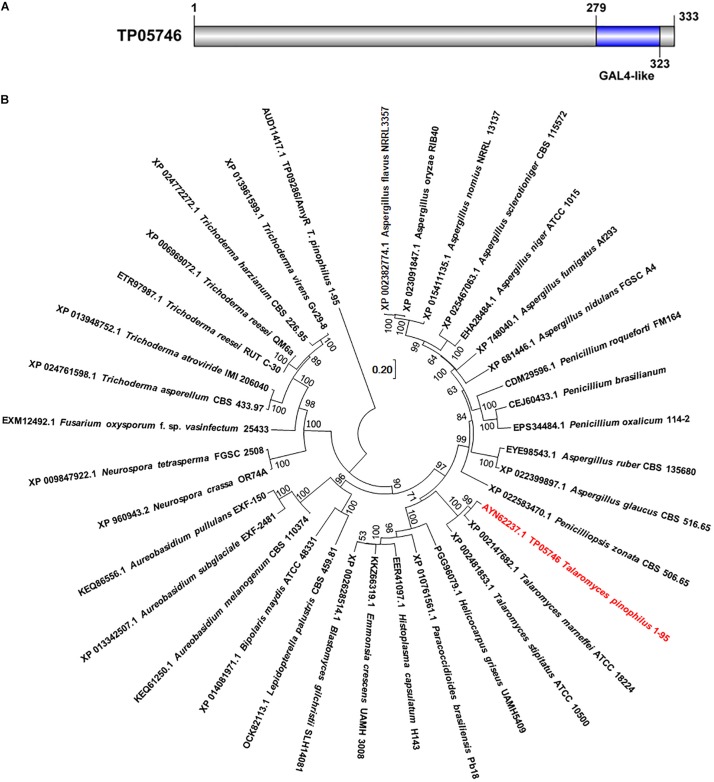
Characterization of TP05746 from *Talaromyces pinophilus*. **(A)** Conserved domain in TP05746. **(B)** Phylogenetic analyses of TP05746 and its homologous proteins. The cladogram was constructed by software MEGA7 based on the neighbor-joining method and a Poisson correction model. Scale bar indicates branch lengths.

Southern hybridization analysis was employed to confirm the identity of the mutant Δ*TP05746*. The results showed that an expected 6.3-kb band appeared in the transformants of Δ*TP05746*, compared with a 3.2-kb band for Δ*TpKu70* (Supplementary Figure S1), confirming that a *TP05746* deletion cassette inserted into only the one correct site in the fungal genome. PCR analysis also confirmed that the deletion cassette replaced the *TP05746* locus (Liao et al., 2018).

*Talaromyces pinophilus* mutant strain Δ*TP05746* and its parental strain Δ*TpKu70* were then precultured in glucose medium for 24 h, and the same amounts of mycelia were transferred into fresh SLM containing SCS as carbon source and cultured for 1–4 days. Enzyme activity tests indicated that Δ*TP05746* exhibited 149.6% higher SSDE production at day one of SCS induction but then 27.6–33.1% decrease at days 2–4, relative to that exhibited by Δ*TpKu70* (*p* < 0.01, Student’s *t-*test; Figure 2A). Intriguingly, the RSDE production of Δ*TP05746* increased by 136.8–240.0% over the entire culture period (*p* < 0.01, Student’s *t-*test; Figure 2B).

**FIGURE 2:**
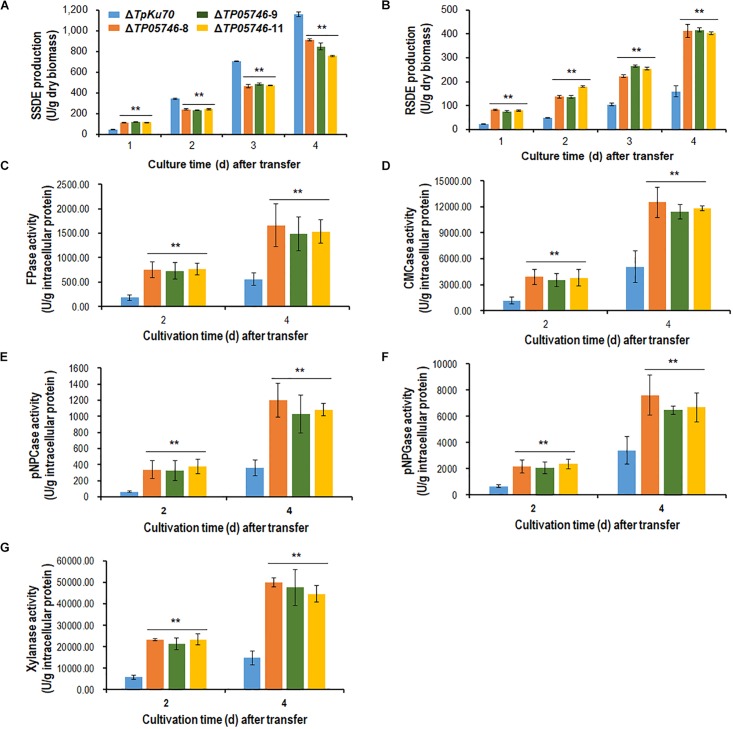
Plant-biomass-degrading enzymes production by *T. pinophilus* mutant Δ*TP05746* and the parental strain Δ*TpKu70*. Crude extracts were produced from *T*. *pinophilus* strains cultured after a transfer from glucose medium to SCS medium **(A,B)** or WA medium **(C–G)** for 1–4 days. **(A)** SSDE production. **(B)** RSDE production. **(C)** FPase production. **(D)** CMCase production. **(E)** pNPCase production. **(F)** pNPGase production. **(G)** Xylanase production. All experiments were performed with three independent biological replicates. Each data point is mean ± SD. ^∗∗^*p* ≤ 0.01 indicates differences between the deletion mutant Δ*TP05746* and the parental strain Δ*TpKu70* by Student’s *t-*test. PBDE, plant-biomass-degrading enzymes; SSDE, soluble-starch-degrading enzymes; SCS, soluble corn starch; RSDE, raw-starch-degrading enzymes; FPase, filter paper cellulase; CMCase, carboxymethylcellulase; pNPCase, *p*-nitrophenyl-β-cellobiosidase; pNPGase, *p*-nitrophenyl-β-glucopyranosidase.

In addition to amylase production, cellulase and xylanase production of the Δ*TP05746* were also tested on WA for 2–4 days, using the parental strain Δ*TpKu70* as a control. The results indicated that the production of cellulase, including FPase, CMCase, pNPCase, pNPGase, and xylanase in Δ*TP05746* increased to various degrees, ranging from 90.1 to 519.1%, depending on the enzyme class, compared with those in Δ*TpKu70* (*p* < 0.01, Student’s *t-*test; Figures 2C–G).

### *TP05746* Controls Conidiation of *Talaromyces pinophilus*

When both strains, Δ*TP05746* and Δ*TpKu70*, were inoculated onto solid LsMM containing D-glucose, SCS or WA, with PDA being used as a control, colony phenotypes were observed. As shown in Figure 3A, no significant difference was found in the colony size between Δ*TP05746* and Δ*TpKu70* on any of the above-mentioned plates, while colony color of Δ*TP05746* was slightly different from that of Δ*TpKu70* on all plates.

**FIGURE 3:**
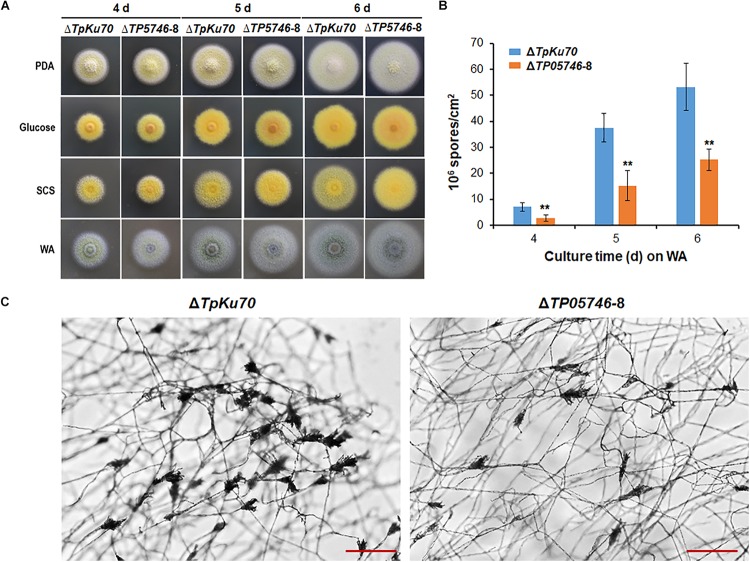
Phenotypic analyses of *T. pinophilus* mutant Δ*TP05746* and the parental strain Δ*TpKu70*. **(A)** Colonies on solid LsMM plates containing glucose, SCS, or WA, with PDA being used for a positive control. Fungal strains were incubated at 28°C for 4–6 days. **(B)** Numbers of asexual spores on WA. Each data point is mean ± SD. ^∗∗^*p* < 0.01 indicates differences between the Δ*TP05746* and parental strain Δ*TpKu70* by Student’s *t* test. **(C)** Microscopic investigation of conidiophores. Fungal strains were cultivated on WA at 28°C for 36 h. The mutant Δ*TP05746* exhibited fewer phialides in comparison with the parental strain Δ*TpKu70*. LsMM, low-salt minimal medium; SCS, soluble corn starch; WA, wheat bran plus Avicel; PDA, potato dextrose agar.

Asexual spores (conidia) produced by Δ*TP05746* were then counted following inoculation onto WA plates, using the hemocytometer method (Christensen et al., 2012). The results revealed that Δ*TP05746* produced 52.6–61.9% of (*p* < 0.01, Student’s *t-*test) spores relative to Δ*TpKu70* at 4–6 days (Figure 3B).

As shown in Figure 3C, microscopic investigation showed that the mutant Δ*TP05746* exhibited delayed phialide development compared with the parental strain Δ*TpKu70* on WA-supplemented solid LsMM plates.

### *TP05746* Accelerates Growth of *Talaromyces pinophilus* at Early Stage of SCS or WA Induction but Delays Growth at Later Stages

To investigate whether *TP05746* affected the growth of *Talaromyces pinophilus*, real-time quantitative growth curves in the presence of glucose, SCS or WA of both Δ*TP05746* and Δ*TpKu70* were determined and then compared. The results revealed that Δ*TP05746* produced mycelial dry weights similar to Δ*TpKu70* in the glucose medium (Figure 4A). When using SCS or WA instead of glucose, however, Δ*TP05746* grew faster (*p* < 0.01, Student’s *t-*test) than Δ*TpKu70* at the early induction period (i.e., 24–36 h for WA, and between 24–60 h for SCS) but the growth rate of Δ*TP05746*, compared with Δ*TpKu70*, fell sharply at the later stages (*p* < 0.05, Student’s *t-*test; Figures 4B,C).

**FIGURE 4:**
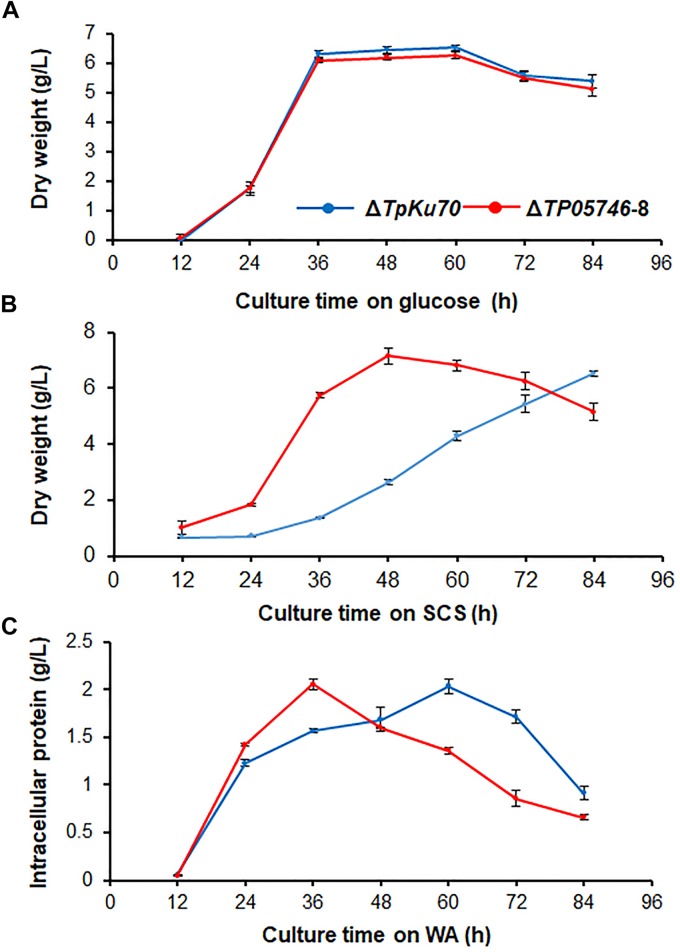
Growth curves of *T. pinophilus* mutant Δ*TP05746* and the parental strain Δ*TpKu70* in SLM containing glucose **(A)**, SCS **(B)**, or WA **(C)** as the sole carbon source for 12–84 h at 28°C, respectively. Three independent experiments were performed as biological replicates. SLM, standard liquid medium; SCS, soluble corn starch; WA, wheat bran plus Avicel.

Further microscopic observations revealed that the mutant Δ*TP05746* exhibited significantly more hyphal branching when compared with the parental strain Δ*TpKu70* at 24 and 36 h in both liquid SCS and WA medium, although there was no significant difference at 12 h (Figure 5). Moreover, mycelial development of the Δ*TP05746* was the same as that of the Δ*TpKu70* when cultivated on liquid glucose medium (Supplementary Figure S2).

**FIGURE 5:**
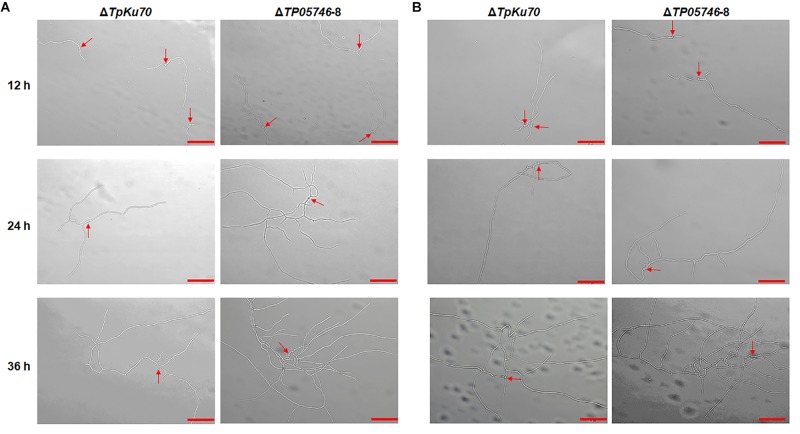
Microscopic investigation of growth of *T. pinophilus* mutant Δ*TP05746* and the parental strain Δ*TpKu70* on SLM containing SCS **(A)** or WA **(B)**. Fungal strains were cultured at 28°C for 12–36 h. The mutant Δ*TP05746* cultured on SCS or WA for 24–36 h showed more hyphal branches than that of the parental strain Δ*TpKu70*. Red arrows indicate the developing conidia. Bar is 50 μm. SLM, standard liquid medium; SCS, soluble corn starch; WA, wheat bran plus Avicel.

### Transcriptomic Analyses Reveal That *TP05746* Regulates the Expression of Genes Encoding PBDEs and Their Regulators, and Hyphal Development-Associated Genes in *Talaromyces pinophilus*

The genome-wide mRNA abundance of both the parental strain Δ*TpKu70* and its mutant Δ*TP05746* were measured in cultures grown in SLM containing SCS as the sole carbon source for 12 h. 

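The deleted gene was checked first. *TP05746* had 135, 42 and 28 expected counts in Δ*TpKu70* replicates 1, 2 and 3, and it was listed at 0 in all 3 Δ*TP05746* libraries, so it was at least 33.7-fold lower there (19.9-fold without Δ*TpKu70* replicate 1), against a floor of 3 counts per library. The libraries, 3 of each strain, were made from mycelium collected 12 h after a transfer from glucose to 1% (w/v) soluble corn starch. Δ*TpKu70* lacks a gene of DNA end joining, which makes targeted deletions easier to obtain, and it is the parent of Δ*TP05746*. According to the methods, cDNA libraries were sequenced on an Illumina HiSeq system and the reads were mapped to the *T. pinophilus* 1–95 genome with BWA and Bowtie2. The authors' deposited files give an expected count (the number of fragments that RSEM assigns to a gene, which has decimals where reads are shared between genes) and an FPKM value for each gene above 0. The expected counts of the Δ*TpKu70* libraries added up to 4636668, 4696455 and 4600785, and those of the Δ*TP05746* libraries to 4091718, 4190623 and 4161628. Between 9725 and 10034 genes were listed per library and 11632 in any of them. The sources used here do not say whether the 3 libraries of a strain came from separate cultures, so the p-values measure the spread between these libraries, which may in part be technical. The 10 most abundant genes took 15.2%, 18.6% and 23.0% of the counts in Δ*TpKu70* and 8.6%, 7.5% and 7.6% in Δ*TP05746*. The counts were therefore scaled with TMM factors, which were 0.877, 0.717 and 0.667 in Δ*TpKu70* and 1.31, 1.37 and 1.33 in Δ*TP05746*. Genes with an FPKM of at least 1 in at least 3 of the 6 libraries (8522 genes) were tested on rounded expected counts with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. A gene was past the threshold at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Levels below are TMM-normalized CPM, as mean ± SD (n = 3). Standard errors of log2 fold changes are values derived from the F statistic of the test. Across genes, Δ*TpKu70* replicate 1 correlated at 0.898 and 0.89 with the other 2 Δ*TpKu70* libraries, which correlated at 0.965 with each other, and at 0.712 to 0.733 with the Δ*TP05746* libraries, which those 2 did at 0.591 to 0.641.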

Comparative transcriptomics identified 4429 differentially expressed genes (DEGs) in mutant Δ*TP05746*, using a | log2 (fold change)| ≥ 1 and *p*-value ≤ 0.05 as thresholds relative to expression in the parental strain Δ*TpKu70* (Supplementary Table S2). Among them, the transcripts of 2470 genes were up-regulated and 1959 were down-regulated. 

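At 12 h on soluble corn starch, 1550 genes were higher and 1749 lower in Δ*TP05746* than in Δ*TpKu70*, together 3299 of the 8522 genes tested. The most abundant gene of the parental strain, *TP05147* (annotated as a short-chain dehydrogenase), made up 4.08%, 6.40% and 8.58% of the counts in the 3 Δ*TpKu70* libraries and at most 0.00863% in any Δ*TP05746* library (log2 fold change −10.73, standard error 0.86, adjusted p = 0.000336 from edgeR's quasi-likelihood test). Part of its count is shared with another gene model. *TP04544*, annotated as a high-affinity zinc transporter and chosen after its values were seen, went the other way, from at most 0.0265% to at least 0.445% of the counts (log2 fold change 3.98, adjusted p = 0.000931 from the same test). Among the genes past the threshold, 91 were listed at 0 in all 3 Δ*TpKu70* libraries and 63 in all 3 Δ*TP05746* libraries. Of these 154 genes, 76.6% had counts with decimals, so that reads were shared with another gene model, against 16.0% of the other 3145.
The split between higher and lower depends on the scaling between libraries. On the FPKM scale (limma on log2(FPKM + 1)), 3123 genes were higher and 1069 lower, and with library totals in place of TMM factors 3290 were higher and 1059 lower, and the median log2 fold change of all genes tested was then 0.845 in place of 0.0285. The split was 3232 and 1107 for limma on log2(FPKM + 0.1), 3023 and 1137 for limma on log2(TPM + 1), 1882 and 1229 with the paper's ratio of mean FPKM as the fold, and 2137 and 2011 without Δ*TpKu70* replicate 1.

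**Figure D1:**
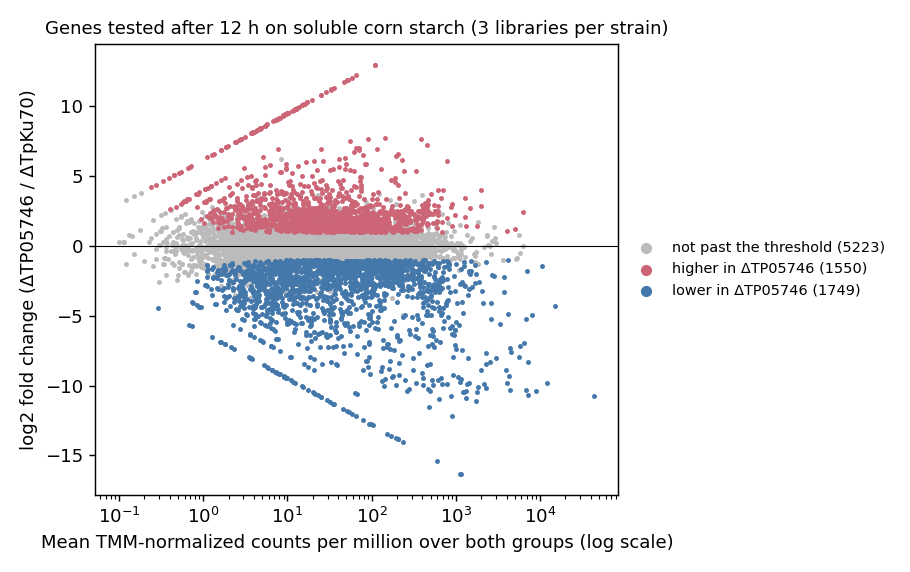
Each point is 1 of the 8522 genes tested. The x axis is its mean TMM-normalized CPM over both strains on a log scale and the y axis its log2 fold change in ΔTP05746 relative to ΔTpKu70. The 1550 genes past the threshold and higher, and the 1749 lower, are coloured, and the points along the straight upper and lower edges have counts of 0, or nearly so, in all libraries of one strain.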

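The annotated genes with the largest increase on the log2(FPKM + 1) scale whose counts were whole numbers were *TP00242* (ferredoxin-NADP reductase), *TP00508* (E3 ubiquitin-protein ligase), *TP03127* (cytochrome P450) and *TP04759* (polyamine transporter), an order that differs from that of the log2 fold changes from counts. *TP00242* rose from 6.35 ± 3.84 to 449 ± 83.7 CPM (SD, n = 3), a log2 fold change of 6.15 (standard error 0.49, adjusted p = 0.000336 from edgeR's quasi-likelihood test), and *TP04759* from 12.1 ± 5.37 to 324.6 ± 71.8 CPM (log2 fold change 4.73, standard error 0.41, adjusted p = 0.00043 from the same test). *TP01567*, annotated as a homolog of the glutamate dehydrogenase Gdh1, rose from 5.42 ± 3.37 to 249 ± 6.12 CPM, with counts that have decimals. The other 5 of the 10 annotated genes with the largest increase on that scale (*TP03539*, *TP00999*, *TP01523*, *TP01148* and *TP04319*) were listed at 0 in all 3 Δ*TpKu70* libraries and share reads with another gene model, so their change is uncertain.
Among the 10 annotated genes with the largest decrease on that scale were 2 more short-chain dehydrogenases. *TP05527* fell from 2257 ± 191 to 2.60 ± 0.435 CPM (log2 fold change −9.75, standard error 0.35, adjusted p = 6.1e-05 from the same test), while *TP03007* was listed at 0 in all 3 Δ*TP05746* libraries and shares reads. Pyruvate decarboxylase *TP02411*, which turns pyruvate into acetaldehyde on the way to ethanol, fell from 4603 ± 720 to 3.90 ± 2.33 CPM with counts that have decimals. The cutinase gene *TP06007* fell from 1330 ± 875 to 1.86 ± 0.574 CPM, the ABC transporter gene *TP05201* from 8652 ± 4432 to 13.3 ± 1.27 CPM and the membrane transporter gene *TP01150* from 1081 ± 103 to 1.04 ± 0.768 CPM. The others, *TP03464* (epimerase/dehydratase), *TP04966* (glycosyl hydrolase) and *TP03442* (NmrA-like family), had log2 fold changes of −8.50, −8.91 and −7.95. The annotations are those of Table S2, matched to proteins of other fungi, of which the first 1998 of 4429 rows were at hand. Without regard to annotation, *TP09868* and *TP07435* rose most on that scale, to 766 ± 234 and 900 ± 246 CPM, and *TP05147* and *TP03603* fell most.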

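Groups of genes were set by their annotation in the part of Table S2 at hand, which holds genes the study chose on these libraries, so the counts below describe their direction and are no independent evidence of it. Genes of ribosomal proteins, the protein part of the ribosome, were higher in Δ*TP05746*. Of 16 cytosolic ones tested, 15 were higher and 1 was not past the threshold, as for *TP00131* (40S ribosomal protein S2), which rose from 150.4 ± 160 to 1075 ± 232 CPM (SD, n = 3; log2 fold change 2.83, standard error 0.81, adjusted p = 0.0282 from edgeR's quasi-likelihood test), and for *TP03686* (40S ribosomal protein S22, with decimals in its counts), at a log2 fold change of 3.41. All 9 mitochondrial ones tested were higher, among them *TP02019* (log2 fold change 2.43, standard error 0.34, adjusted p = 0.00198 from the same test) and *TP05914* (1.89, with decimals in its counts). The 4 genes of sterol synthesis were higher, with *TP04139* (sterol 14-demethylase) at a log2 fold change of 1.65 and *TP02791* (squalene monooxygenase) at 1.61. Both septin genes, whose products form rings at sites of cell division, were higher (*TP05485* by a log2 fold change of 3.06 and *TP05766*, whose counts have decimals and whose level is therefore uncertain, by 2.83). Of 12 genes of the cell cycle and DNA replication, 10 were higher and 2 lower, with *TP00478* (Mcm2 homolog) at 2.09 and *TP04737* (a Cdc45-like gene) listed at 0 in all Δ*TpKu70* libraries with shared reads.
Genes of sugar uptake were mostly lower. Of 9 sugar transporter genes, 7 were lower, 1 was higher and 1 was not past the threshold, with *TP05611* falling from 21.0 ± 6.65 to 1.45 ± 0.56 CPM (log2 fold change −3.83, standard error 0.44, adjusted p = 0.00107 from the same test) and *TP05121*, a gene related to trehalose transport, from 53.2 ± 58.4 to 1.86 ± 0.828 CPM. *TP05121* made up 0.000367%, 0.00843% and 0.0025% of the counts in Δ*TpKu70* replicates 1, 2 and 3, so replicate 2 largely sets its mean there. Its call was lost with limma on log2(FPKM + 1) and without Δ*TP05746* replicate 1 or 3. The hexokinase gene *TP03809* had a log2 fold change of −2.88, and the other, *TP00351*, was listed at 0 in all Δ*TP05746* libraries with shared reads. Δ*TpKu70* replicate 1 lay between the other 2 Δ*TpKu70* libraries and all Δ*TP05746* libraries for all 15 cytosolic and 8 of the 9 mitochondrial ribosomal protein genes past the threshold, for both septin genes, 10 of the 12 cell cycle genes, 2 of the 4 sterol genes and 6 of the 8 sugar transporter genes. The number of cytosolic ribosomal protein genes past the threshold was 1 without Δ*TpKu70* replicate 2, Δ*TP05746* replicate 1 or Δ*TP05746* replicate 3, 3 without Δ*TP05746* replicate 2 and 11 without Δ*TpKu70* replicate 3. Lower sugar transporter genes numbered 3 with limma on log2(FPKM + 1) and between 3 and 8 with a library left out, and higher cell cycle genes 5 without Δ*TpKu70* replicate 2 or Δ*TP05746* replicate 2 or 3. Lower cell cycle genes numbered 0 with limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(TPM + 1) and with library totals. In a test against the fold minimum, higher genes numbered 1 of the 16 cytosolic and 3 of the 9 mitochondrial ribosomal protein genes, 3 of the 12 cell cycle genes, 1 of the 4 sterol genes and both septin genes, and 4 sugar transporter genes were lower.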

Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation revealed that the DEGs were mainly involved in metabolism (47%), with the others being involved in human diseases (15%), organismal systems (15%), environmental information processing (8%), genetic information processing (8%), and cellular processes (7%) (Figure 6A). Moreover, the number of up-regulated genes involved in metabolism was greater than that of down-regulated genes (Supplementary Figure S3).

**FIGURE 6:**
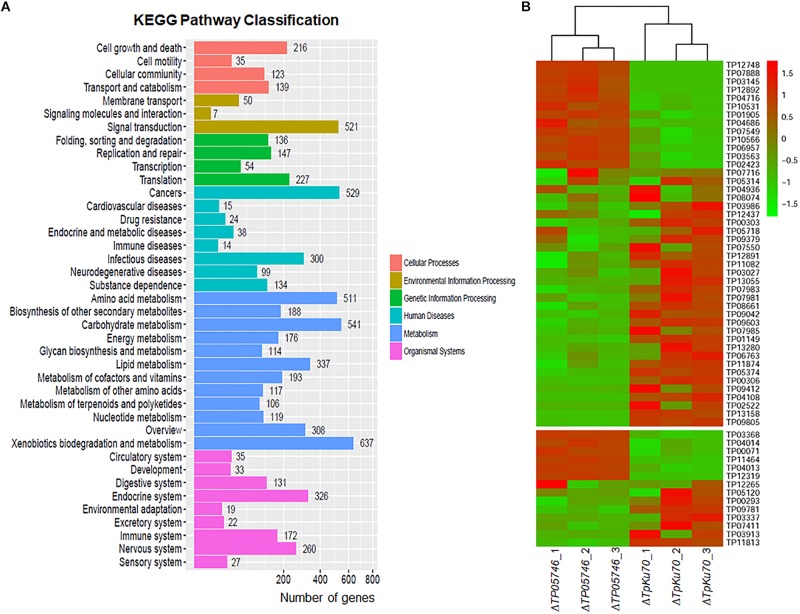
Transcriptomic analysis of *T. pinophilus* mutant Δ*TP05746* and the parental strain Δ*TpKu70* cultured in SLM containing SCS as the sole carbon source for 12 h. **(A)** KEGG pathway classification annotation of 4429 DEGs in the Δ*TP05746* [a | log2(fold change)| ≥ 1 and a *p*-value ≤ 0.05 as thresholds]. **(B)** Plant cell-wall-degrading enzymes and amylase genes regulated by *TP05746*. SLM, standard liquid medium; SCS, soluble corn starch; KEGG, kyoto encyclopedia of genes and genomes; DEGs: differently expressed genes.

Of the DEGs, 14 were involved in starch degradation, including three *amy* genes *TP03368*, *TP04014*/*Amy13A* and *TP07411*, one *gla* gene *TP12319*, and ten *aga* genes *TP00071*, *TP00293*, *TP03337*, *TP03913*, *TP04013*, *TP05120*, *TP09781*, *TP11813*, *TP11464*, and *TP12265*. 

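All 14 genes were listed in the files, and 10 of them reached an FPKM of 1 in at least 3 libraries and were tested. Of these 10, 6 were higher in Δ*TP05746*, 3 were lower and 1 (*TP05120*) was not past the threshold. Adjusted over the list alone, 6 were higher and 4 lower, which is not independent evidence, since the list was chosen on these libraries. The 4 genes not tested, *TP07411*, *TP00293*, *TP03337* and *TP03913*, had low counts in most libraries. Their means were 3.27 ± 2.91, 6.37 ± 3.33 and 2.09 ± 2.02 CPM (SD, n = 3) for *TP07411*, *TP00293* and *TP03337* in Δ*TpKu70*, and 0.185 ± 0.187, 0.898 ± 0.722 and 0.121 ± 0.105 CPM in Δ*TP05746*. The α-glucosidase gene *TP03913* had 724 expected counts in Δ*TpKu70* replicate 1, against 9 and 10 in replicates 2 and 3 and 3, 6 and 6 in Δ*TP05746*, so 1 library sets its mean. Without a filter on low values, 6 of the 14 genes were higher and 5 lower in the same test.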

Comparative analyses revealed that the transcripts of six of these 14 starch-degradation-associated DEGs (*TP03368*, *TP04014*/*Amy13A*, *TP12319*, *TP00071*, *TP04013*, and *TP11464*) were upregulated in Δ*TP05746* in comparison with the expression level in Δ*TpKu70*, with a log2 fold change ranging from 1.27 to 5.90. 

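The glucoamylase gene *TP12319*, whose product releases glucose from the ends of starch chains, rose from 0.472 ± 0.136 to 32.5 ± 2.50 CPM (SD, n = 3). Its expected counts were 2, 2 and 1 in Δ*TpKu70* and 159, 191 and 190 in Δ*TP05746*, a log2 fold change of 6.01 (standard error 0.33, adjusted p = 0.000186 from edgeR's quasi-likelihood test). Both α-amylase genes of this group rose as well. *TP03368* had 4, 0 and 0 counts in Δ*TpKu70* and 45, 41 and 47 in Δ*TP05746* (log2 fold change 4.35, standard error 0.86, adjusted p = 0.00741 from the same test), so its level in Δ*TpKu70* rests on 4 counts in replicate 1, without which it was at 0 there and the log2 fold change has no upper bound. *TP04014*/*Amy13A* rose from 4.66 ± 5.49 to 82.0 ± 25.3 CPM (log2 fold change 4.16, standard error 0.99, adjusted p = 0.0149), with counts that have decimals, which makes its level uncertain. Of the α-glucosidase genes, *TP11464* rose from 16.7 ± 4.41 to 62.6 ± 4.78 CPM (log2 fold change 1.91, standard error 0.24, adjusted p = 0.00143) and *TP04013* from 9.32 ± 2.24 to 24.1 ± 1.35 CPM (log2 fold change 1.37, standard error 0.27, adjusted p = 0.00693). *TP00071*, also with decimals in its counts, went from 4.19 ± 4.17 to 44.8 ± 13.4 CPM (log2 fold change 3.44, standard error 0.96, adjusted p = 0.0262). For each of the 6 genes, every Δ*TP05746* library lay above every Δ*TpKu70* library, which in an exact permutation test gives p = 0.1 at best with 3 libraries against 3. The call of *TP04014* was lost without Δ*TP05746* replicate 2 (log2 fold change 3.87), and that of *TP00071* without Δ*TpKu70* replicate 3 or any 1 of the Δ*TP05746* libraries (highest adjusted p = 0.0874 among the libraries left out, from 0.000798 to 0.0874 over all alternatives).

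**Figure D2:**
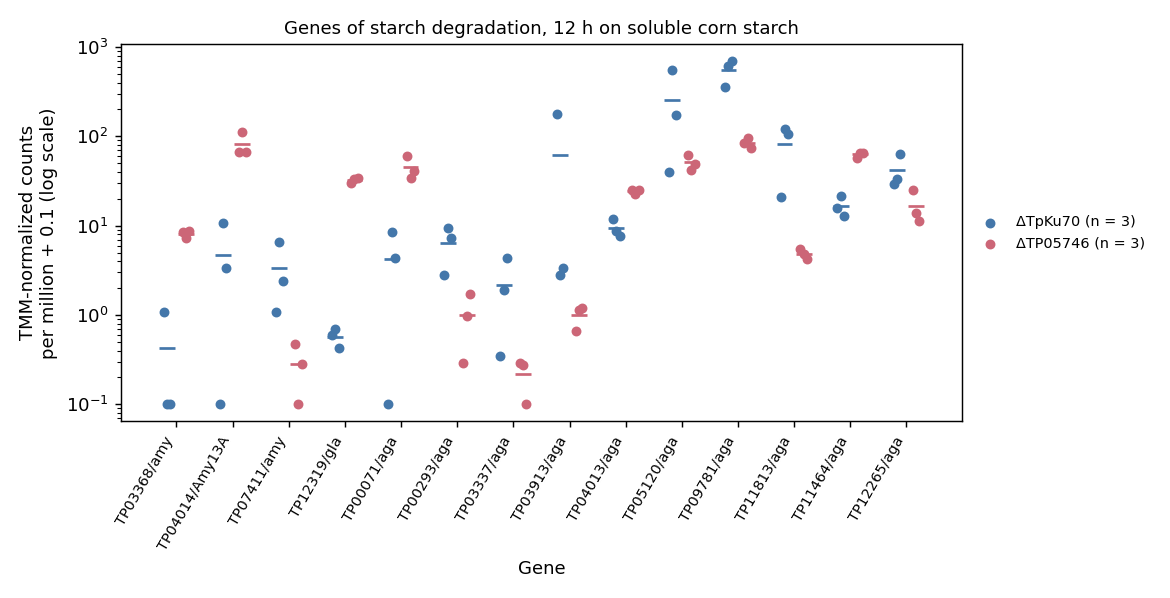
Points are the TMM-normalized CPM, plus 0.1, of the 14 genes of starch degradation in each library on a log axis, with ΔTpKu70 in blue and ΔTP05746 in red (n = 3 each), and bars are the means. The glucoamylase gene TP12319 lies near 0.472 in ΔTpKu70 and near 32.5 in ΔTP05746, and the 724 counts of TP03913 in 1 ΔTpKu70 library stand apart from its other 5 libraries.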

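Among the α-glucosidase genes with lower transcript levels, *TP09781* was the most abundant and fell from 552 ± 171 to 84.5 ± 10.4 CPM (SD, n = 3), a log2 fold change of −2.71 (standard error 0.30, adjusted p = 0.00101 from edgeR's quasi-likelihood test). *TP11813* fell from 82.8 ± 54.2 to 4.77 ± 0.624 CPM (log2 fold change −4.11, standard error 0.68, adjusted p = 0.0037 from the same test). *TP12265* went from 42.0 ± 18.4 to 16.5 ± 7.32 CPM (log2 fold change −1.34, standard error 0.43, adjusted p = 0.0403), and its call was lost without Δ*TpKu70* replicate 2 or 3 or Δ*TP05746* replicate 2 or 3 (highest adjusted p = 0.121 among the libraries left out, from 0.0038 to 0.317 over all alternatives). *TP05120* had 163, 1858 and 530 expected counts in Δ*TpKu70* and 333, 240 and 269 in Δ*TP05746*, which did not pass the threshold (log2 fold change −2.32, standard error 0.84, adjusted p = 0.0602). Its log2 fold change ranged from −2.85 without Δ*TpKu70* replicate 1, where it was past the threshold, to −1.05 without Δ*TpKu70* replicate 2. The transcript levels of *TP07411*, *TP00293*, *TP03337* and *TP03913* were too low for the test in most libraries.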

The other eight DEGs were downregulated, with a log2 fold change ranging from −5.46 to −1.42 (Figure 6B).

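Of the genes of cell wall-degrading enzymes, 33 could be followed, which are the 24 named in the text and those marked in the part of Table S2 at hand. In the files, 31 of them were listed and 19 reached the level needed for the test, of which 6 were higher in Δ*TP05746*, 11 lower and 2 not past the threshold (6 and 12 when adjusted over the list alone, a list that was chosen on these libraries). The β-glucosidase gene *TP01149* was the most abundant of those named and fell from 1948 ± 556 to 112 ± 17.6 CPM (SD, n = 3), a log2 fold change of −4.12 (standard error 0.35, adjusted p = 0.000406 from edgeR's quasi-likelihood test), with counts that have decimals. *TP05374* and *TP09603*, 2 other β-glucosidase genes, fell by 4.31 and 3.52 on the log2 scale (adjusted p = 0.00161 and 0.0018 from the same test). *TP07981*, *TP08074*, *TP11082* and *TP12437* were also lower, with log2 fold changes of −2.80, −1.39, −2.50 and −1.55. The cellobiohydrolase gene *TP09412*/*cbh1* had 52, 5 and 6 expected counts in Δ*TpKu70* and 0, 0 and 1 in Δ*TP05746* and did not reach the level needed for the test. Neither did the β-glucosidase genes *TP07716*, *TP07983* and *TP09042* or the endoglucanase gene *TP04686*. The calls of *TP07981*, *TP08074* and *TP12437* were lost without Δ*TP05746* replicate 2 or 3, and for *TP08074* and *TP12437* also without Δ*TP05746* replicate 1 or Δ*TpKu70* replicate 2. *TP08074* further needed Δ*TpKu70* replicate 1, and *TP12437* Δ*TpKu70* replicate 3. The list total of 17 fell to 11 with the replicate block, to 7 with a filter of FPKM 5, to 10 without Δ*TP05746* replicate 2 and to 9 without Δ*TP05746* replicate 3. With limma on log2(FPKM + 1), 7 of the list were higher and 7 lower.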

Interestingly, 44 of the DEGs included in the *TP05746* regulon encoded plant cell wall-degrading enzymes (CWDEs), including one *cbh* gene (*TP09412*/*cbh1*), two *eg* genes (*TP04686* and *TP06957*), and 13 *bgl* genes (*TP01149*, *TP02423*, *TP04716*, *TP05374*, *TP07549*, *TP07716*, *TP07981*, *TP07983*, *TP08074*, *TP09042*, *TP09603*, *TP11082*, and *TP12437*). Of these 44 CWDE-encoding DEGs, 13 genes (*TP01905*, *TP02423*, *TP03145*, *TP03563*, *TP04686*, *TP04716*, *TP06957*, *TP07549*, *TP07888*, *TP10531*, *TP10566*, *TP12748*, and *TP12892*) were upregulated in Δ*TP05746* compared with Δ*TpKu70*, with a log2 fold change ranging from 1.51 to 5.93, whereas the other 31 genes were down-regulated, with a log2 fold change ranging from −7.83 to −1.13 (Figure 6B).

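Of the 13 genes named as upregulated, 7 could be tested and 6 were higher in Δ*TP05746*. The largest change was that of *TP10531*, from 5.51 ± 2.70 to 75.8 ± 32.9 CPM (SD, n = 3), a log2 fold change of 3.79 (standard error 0.50, adjusted p = 0.00164 from edgeR's quasi-likelihood test). The β-glucosidase gene *TP07549* rose from 3.38 ± 2.62 to 20.6 ± 4.00 CPM (log2 fold change 2.57, adjusted p = 0.00918 from the same test), *TP10566* from 14.2 ± 7.91 to 66.3 ± 10.4 CPM (log2 fold change 2.21, adjusted p = 0.00521) and the endoglucanase gene *TP06957* from 5.25 ± 1.18 to 21.4 ± 2.87 CPM (log2 fold change 2.02, adjusted p = 0.00244). *TP03563*, annotated as a β-mannosidase, and *TP01905* were higher by 1.84 and 3.05 (adjusted p = 0.0218 and 0.03). Both calls were lost without Δ*TpKu70* replicate 2 or Δ*TP05746* replicate 2 or 3, and that of *TP01905* also without Δ*TpKu70* replicate 3 or Δ*TP05746* replicate 1 (highest adjusted p = 0.0717 for *TP03563* and 0.0765 for *TP01905* among the libraries left out, and 0.098 and 0.0772 over all alternatives). *TP01905* had 4, 0 and 0 counts in Δ*TpKu70* and 16, 20 and 18 in Δ*TP05746*, so its fold rests on 4 counts in Δ*TpKu70* replicate 1. *TP02423* had 6, 3 and 0 counts in Δ*TpKu70* and 16, 13 and 14 in Δ*TP05746* and was not past the threshold (log2 fold change 1.61, adjusted p = 0.113). *TP04686*, *TP03145*, *TP04716* and *TP12748* had too few counts for the test, and *TP07888* and *TP12892* were not listed in any library. Genes in a library's list start above 0, so an unlisted gene was read as a count of 0.
Of the other genes of the list, *TP00306* had the lowest log2 fold change, −4.75 (adjusted p = 0.00117), and it was chosen after its values were seen.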

In addition to genes encoding carbohydrate-degrading enzymes, the 377 DEGs encoding putative TFs were found, most of which contained Zn2Cys6, C2H2, bZIP, winged helix repressor or homeodomain-like domains, consisting of 159 upregulated (1.03 < log2 fold change < 9.81) and 218 down-regulated (−10.68 < log2 fold change < −1.00) DEGs (Supplementary Table S2). 

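The part of Table S2 at hand marks 169 genes as putative transcription factor genes. Of these, 150 were listed in the files and 131 tested, and 27 were higher in Δ*TP05746*, 84 lower (the deleted *TP05746* among them) and 20 not past the threshold. The 19 genes not listed in any library are all marked up in Table S2, so leaving them out tilts the split towards lower. Adjusted over the list alone, 28 were higher and 88 lower. The list was chosen on these libraries, so these counts are not independent evidence of its direction. Genes with a Zn2Cys6 domain, the fungal zinc cluster, were more often lower than higher (8 higher and 55 lower of 75 tested), as were those with a C2H2 zinc finger (2 and 11 of 15) and a bZIP domain (0 and 6 of 6). Genes with a winged helix repressor domain were more often higher (7 higher and 2 lower of 11), and so were those with a homeodomain-like domain (4 and 1 of 6). Not every gene on the list is annotated as a regulator. *TP03788* (log2 fold change 1.99) is annotated as 40S ribosomal protein S25 and is also counted among the ribosomal protein genes above. *TP05202* (−2.17) is annotated as a methionine aminopeptidase. With limma on log2(FPKM + 1), 34 of the list were higher and 48 lower, with 10 and 30 for Zn2Cys6 and 3 and 4 for C2H2 (10 and 33, and 3 and 3, with library totals in place of TMM factors). The members that follow were chosen after their values were seen. *TP00083* fell from 2717, 9311 and 21096 expected counts to 14, 3 and 8, and its near neighbour by number *TP00085* from 161, 547 and 611 to 1, 0 and 0. *TP03631*, a C6 transcription factor gene, fell from 94, 102 and 123 counts to 0, 1 and 0 (log2 fold change −8.47, standard error 0.68, adjusted p = 0.000336 from edgeR's quasi-likelihood test). *TP03303* rose from 1.79 to 46.3 CPM (log2 fold change 4.66, standard error 0.28, adjusted p = 0.000193 from the same test) and *TP05236* from 2.66 to 47.8 CPM (log2 fold change 4.11, standard error 0.52, adjusted p = 0.00149).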

Notably, six regulatory genes, known to be involved in controlling the expression of genes encoding PBDEs, were detected, including *TP08849/AreA* (log2 fold change = 3.45), *TP09286/AmyR* (log2 fold change = 1.10), *TP10486/ClrB* (log2 fold change = 5.52), *TP02627/XlnR* (log2 fold change = −1.53), *TP00292/BglR* (log2 fold change = 3.89), and *TP06351/Vib1* (log2 fold change = −3.22) (Li et al., 2017).

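*TP06351*/*Vib1* showed the largest change among the 5 of these regulators that were tested and fell from 921 ± 337 to 103 ± 8.27 CPM (SD, n = 3), a log2 fold change of −3.16 (standard error 0.35, adjusted p = 0.001 from edgeR's quasi-likelihood test). *TP02627*/*XlnR*, the xylanase regulator, fell from 225 ± 42.1 to 82.0 ± 1.37 CPM (log2 fold change −1.45, standard error 0.20, adjusted p = 0.00186 from the same test). *TP09286*/*AmyR*, the regulator of amylase genes, rose from 40.1 ± 1.44 to 90.8 ± 28.1 CPM (log2 fold change 1.18, standard error 0.25, adjusted p = 0.00897). *TP08849*/*AreA*, a regulator of nitrogen use, had 21.9, 31.8 and 6.92 expected counts in Δ*TpKu70* and 50.7, 127 and 54.4 in Δ*TP05746*, and was not past the threshold (log2 fold change 1.26, standard error 0.59, adjusted p = 0.122). *TP00292*/*BglR* had 15.8, 0 and 4.24 counts in Δ*TpKu70* and 13.7, 0 and 14.4 in Δ*TP05746* (log2 fold change −0.084, standard error 1.28, adjusted p = 0.961). The counts of both have decimals, so their levels are uncertain. *TP10486*/*ClrB* was not listed in any of the 6 libraries. Of the 5 regulators tested, 1 was higher, 2 were lower and 2 were not past the threshold, and the same numbers came out when adjusted over the list alone, a list chosen on these libraries. *TP09286* fell below the fold minimum without Δ*TP05746* replicate 2 (log2 fold change 0.90). With limma on log2(FPKM + 1), *TP08849* and *TP09286* were higher and *TP02627* was no longer past the threshold.

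**Figure D3:**
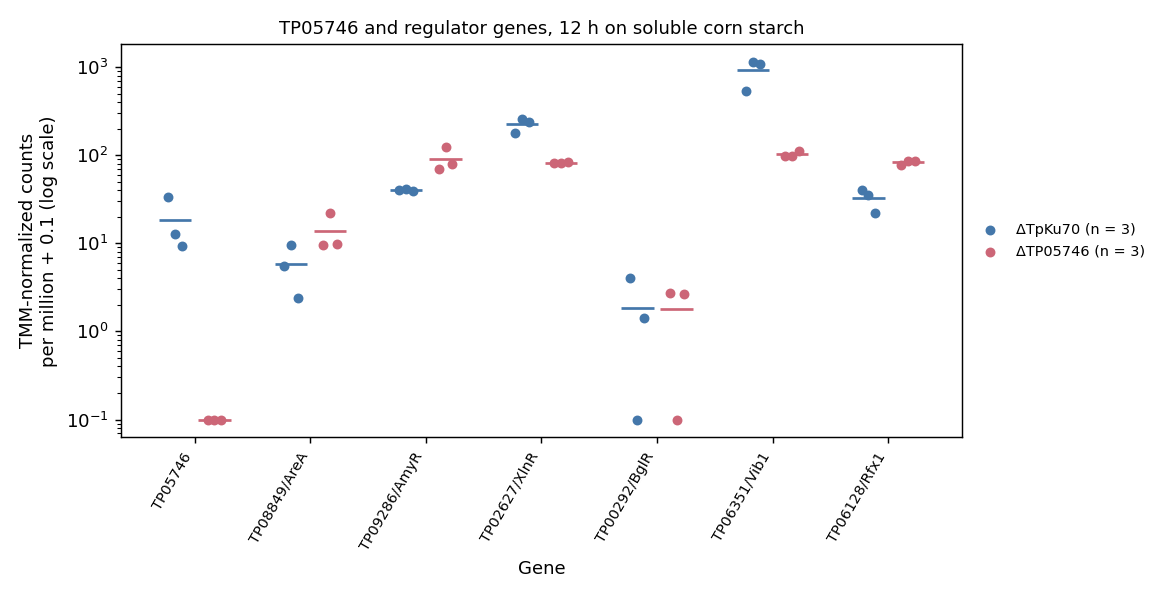
Points are the TMM-normalized CPM, plus 0.1, of TP05746, of the regulators listed in the files and of TP06128/Rfx1 in each library on a log axis, with ΔTpKu70 in blue and ΔTP05746 in red (n = 3 each), and bars are the means. The counts of TP05746 are 0 in the 3 ΔTP05746 libraries, and Vib1 lies near 921 in ΔTpKu70 and near 103 in ΔTP05746.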

Previous work had shown that deletion of *TP05746* resulted in a reduction in asexual spore production, suggesting that *TP05746* controls conidiation of *T. pinophilus*. 

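Among genes with a known part in conidiation, *TP13250*, an *ArpA*-like gene, changed most. It fell from 1917 ± 1357 to 14.2 ± 4.29 CPM (SD, n = 3), a log2 fold change of −7.07 (standard error 0.88, adjusted p = 0.00142 from edgeR's quasi-likelihood test), with counts that have decimals. *TP10226*/*Asp* rose from 113 ± 86.2 to 1205 ± 83.8 CPM (log2 fold change 3.41, standard error 0.59, adjusted p = 0.00456 from the same test), *TP04237*/*NimX*, a cell cycle kinase gene, from 35.6 ± 16.1 to 121 ± 12.0 CPM (log2 fold change 1.76, standard error 0.33, adjusted p = 0.00578) and *TP03893*/*FadA*, a G protein α subunit gene with decimals in its counts, from 50.3 ± 10.7 to 127 ± 8.75 CPM (log2 fold change 1.34, standard error 0.21, adjusted p = 0.00296). *TP03987*/*VeA*, a regulator of asexual and sexual development, fell from 453 ± 120 to 142 ± 50.7 CPM (log2 fold change −1.67, standard error 0.34, adjusted p = 0.00855). *TP10098*/*FlbA*, the *FlbA*-like gene *TP11170* and *TP05733*/*WetA* were lower by smaller amounts, with log2 fold changes of −1.62, −1.53 and −1.11. *TP04427*/*Bud4* and *TP10901*/*VosA*, both with decimals in their counts, were not past the threshold (log2 fold changes 2.35 and 1.24, adjusted p = 0.0903 and 0.316). The hydrophobin gene *TP05897*/*RodA* had 3, 5 and 7 expected counts in Δ*TpKu70* and 2, 0 and 0 in Δ*TP05746*, *TP05092*/*ArpA* had 2 in each Δ*TpKu70* library and 0 in each Δ*TP05746* library, and the *ArpA*-like gene *TP06809* had 1, 4 and 4 against 0, 1 and 0. These genes were at or near the floor of 3 counts.
Of the 13 genes, chosen by the study on these libraries, 12 were tested, 3 were higher and 7 lower (3 and 7 also when adjusted over the list alone). With limma on log2(FPKM + 1), 4 were higher and 3 lower, and *FlbA*, *TP11170*, *VeA* and *WetA* were no longer past the threshold. Each of these 4 except *VeA*, and *RodA*, also lost its call without Δ*TpKu70* replicate 2 or Δ*TP05746* replicate 2. *ArpA* (*TP05092*) lost its call without Δ*TpKu70* replicate 2 or 3, and both it and *RodA* did with no filter on low values, with the replicate block and with DESeq2, an alternative added after the results were seen (adjusted p from 0.00126 to 0.136 for *ArpA* and from 0.00113 to 0.105 for *RodA* over all alternatives). The total of 10 fell to 5 without Δ*TpKu70* replicate 2, to 6 without Δ*TpKu70* replicate 3 and to 6 without Δ*TP05746* replicate 2.

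**Figure D4:**
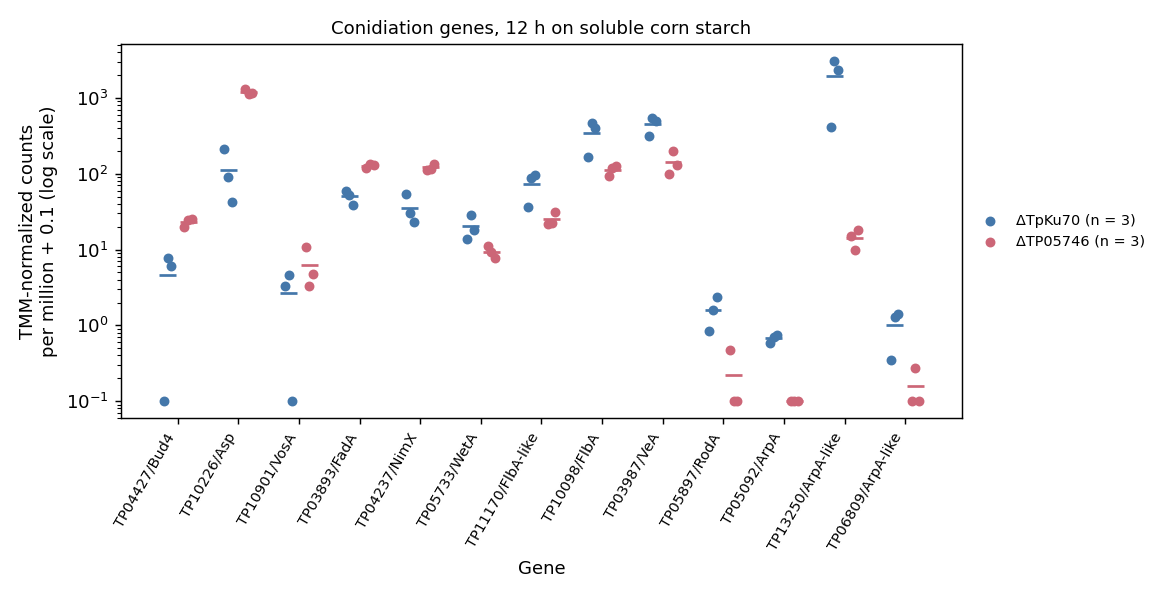
Points are the TMM-normalized CPM, plus 0.1, of the 13 conidiation genes in each library on a log axis, with ΔTpKu70 in blue and ΔTP05746 in red (n = 3 each), and bars are the means. TP10226/Asp lies near 113 in ΔTpKu70 and near 1205 in ΔTP05746, and TP13250 near 1917 and near 14.2.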

In the DEGs, 13 genes (*TP04427/Bud4*, *TP10226/Asp*, *TP10901/VosA*, *TP03893/FadA*, *TP04237/NimX*, *TP05733/WetA*, *TP11170/FlbA-*like gene, *TP10098/FlbA*, *TP03987/VeA*, *TP05897/RodA*, *TP05092/ArpA, TP13250/ArpA*-like gene, and *TP06809/ArpA*-like gene) were observed, which were previously reported to be involved in fungal conidiogenesis (Qin et al., 2013), of which five (*TP04427/Bud4*, *TP10226/Asp*, *TP10901/VosA*, *TP03893/FadA*, and *TP04237/NimX*) were upregulated (1.67 < log2 fold change < 4.73) and eight were downregulated (−6.55 < log2 fold change < −1.19) in Δ*TP05746* (Supplementary Table S2).

### RT-qPCR Shows That *TP05746* Dynamically Controls the Expression of Genes Encoding Major PBDE Genes and Their Regulators, and Hyphal Development-Associated Genes in *Talaromyces pinophilus*

RT-qPCR was employed to investigate regulatory dynamics by *TP05746* of the expression of genes involved in the degradation of plant biomass in *T. pinophilus*. On the basis of comparative transcriptomic data, the target genes were identified, including three *amy* genes *TP03368*, *TP04014*/*Amy13A* and *TP07411*, one *gla* gene *TP12319*, and five *aga* genes *TP09781*, *TP11464*, *TP12265*, *TP00071* and *TP04013*, as well as their known regulatory genes *TP09286/AmyR* (Zhang et al., 2017), *TP06128/Rfx1* (Liao et al., 2018), and *TP00292/BglR* (Xiong et al., 2017), and their expression (relative to the levels in the parental strain Δ*TpKu70*) was measured at 12, 24, and 48 h after SCS induction in the mutant Δ*TP05746*. 

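Of the regulatory genes chosen for measurement over time, *TP06128*/*Rfx1* rose from 32.4 ± 9.44 to 83.3 ± 4.59 CPM (SD, n = 3) in the libraries taken at 12 h, a log2 fold change of 1.36 (standard error 0.25, adjusted p = 0.00557 from edgeR's quasi-likelihood test). Its expected counts were 163, 118 and 67 in Δ*TpKu70* and 418, 488 and 477 in Δ*TP05746*. Of the 12 genes chosen, 8 were higher in Δ*TP05746* in the libraries (*TP03368*, *TP04014*, *TP12319*, *TP11464*, *TP00071*, *TP04013*, *AmyR* and *Rfx1*), 2 were lower (*TP09781* and *TP12265*), *BglR* was not past the threshold and *TP07411* had too few counts for the test.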

The results showed that the transcript abundance of these 12 genes was significantly altered in Δ*TP05746* relative to the parental strain. At 12 h after induction, the expression of genes *TP03368*, *TP04014*/*Amy13A*, *TP12319*, *TP11464*, *TP00071*, *TP04013*, *TP09286/AmyR*, and *TP06128/Rfx1* in the mutant Δ*TP05746* exhibited significant up-regulation, ranging from 1.17- to 87.77-fold, whereas the expression of four genes, *TP07411*, *TP09781*, *TP12265*, and *TP00292/BglR*, was down-regulated by 59.7–81.9% in the mutant Δ*TP05746* (*p* < 0.05, Student’s *t-*test). At 24 h, all these targeted genes, except for *TP07411*, *TP12265*, *TP09286/AmyR*, *TP06128/Rfx1*, and *TP00292/BglR*, were significantly upregulated in Δ*TP05746*, the increase ranging from 614.8 to 10108.2% (*p* < 0.05, Student’s *t* test). The transcript abundance of *TP09286/AmyR*, *TP06128/Rfx1*, and *TP07411* decreased by 43.7 to 84.0%. By contrast, the transcript abundance of only three genes, namely *TP12319*, *TP09781*, and *TP00071*, continued to increase, by 190.0 to 2142.8% in Δ*TP05746* at 48 h. Six genes, *TP04014*, *TP11464*, *TP12265*, *TP04013*, *TP09286/AmyR*, and *TP06128/Rfx1* showed a 44.2–70.2% decrease in transcript abundance (*p* < 0.05, Student’s *t* test; Figure 7A).

**FIGURE 7:**
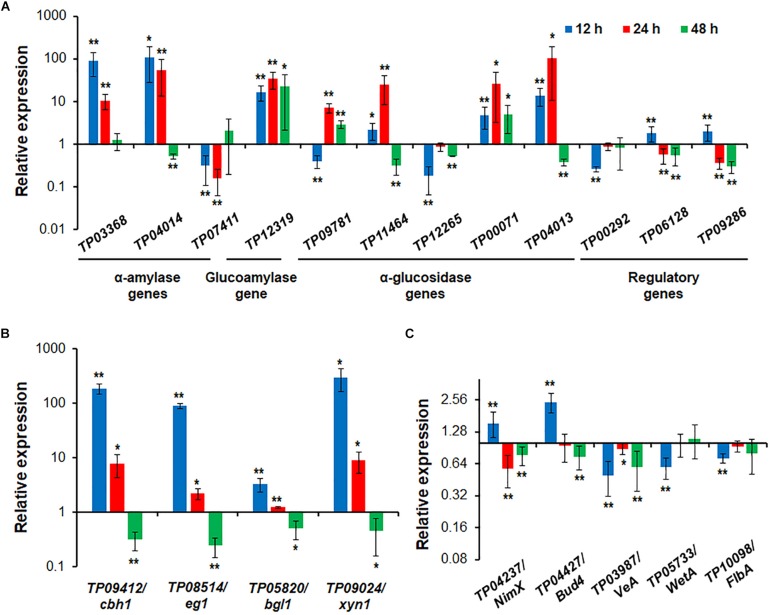
Expressional regulation of enzyme genes and regulatory genes by *TP05746* in *T. pinophilus* as demonstrated by RT-qPCR. **(A)** Amylase genes and their regulatory genes. Total RNA was extracted from fungal strains cultured in medium containing SCS as the carbon source for 12, 24, and 48 h after transfer from glucose. **(B)** Cellulase and xylanase genes. **(C)** Genes involved in conidiogenesis. Fungal cells were cultured on WA for 12, 24, and 48 h after transfer from glucose. Expression levels of the genes tested in the Δ*TP05746* mutant were normalized against the parental strain Δ*TpKu70*. ^∗∗^*p* ≤ 0.01 and ^∗^*p* ≤ 0.05 indicate differences between Δ*TP05746* and Δ*TpKu70* by Student’s *t* test. Each experiment contained three biological replicates. RT-qPCR, real-time quantitative reverse transcription PCR; WA, wheat bran plus Avicel.

In addition to starch-degrading enzyme genes, four cellulase and xylanase genes, *TP09412*/*cbh1*, *TP08514*/*eg1*, *TP05820*/*bgl1* and *TP09024*/*xyn1*, were also selected and their real-time transcription investigated in both Δ*TP05746* and Δ*TpKu70* cultured on WA. The results indicated that the expression of all the cellulase and xylanase genes tested was upregulated to various degrees in Δ*TP05746* relative to Δ*TpKu70* in the early induction period (before 24 h) but downregulated in the later induction period. For example, the transcription levels of all four genes increased by between 228.6% and 29565.0% at 12 h but by between 22.4% and 802.8% at 24 h (*p* < 0.05, Student’s *t-*test) in Δ*TP05746* (Figure 7B). Conversely, their expression was consistently downregulated by 50.4–75.6% in the mutant at 48 h (*p* < 0.05, Student’s *t-*test) (Figure 7B).

Five key genes involved in fungal conidiogenesis, namely *TP04427/Bud4*, *TP04237/NimX*, *TP05733/WetA*, *TP10098/FlbA*, and *TP03987/VeA*, were selected for RT-qPCR. The results indicated that, at 12 h, the transcripts of both *TP04237/NimX*, and *TP04427/Bud4* were significantly upregulated, by 54.8% and 143.7%, respectively, while expression of the others was downregulated by 27.5 to 50.0% (*p* < 0.01, Student’s *t-*test). At 24 h, the expression of two genes, *TP04237/NimX*, and *TP03987*/*VeA*, increased by 42.7% and 11.4%, whereas that of *TP04237/NimX*, *TP03987*/*VeA*, and *TP04427/Bud4* decreased by 23.1 to 40.7% (*p* < 0.05, Student’s *t-*test; Figure 7C).

### TP05746 Binds to the Promoter Regions of Genes Encoding Major PBDEs and Their Regulators *in vitro*, as Well as to Conidiogenesis-Involved Genes

Electrophoretic mobility shift assay was used to confirm whether TP05746 directly or indirectly regulated the expression of target genes. The cDNA of *TP05746* was fused to a DNA fragment encoding Trx-His-S-tags and recombinantly expressed in *Escherichia coli*. The 6-carboxyflurescein (FAM)-tagged DNA probes (∼1,000 bp) in the promoter regions of two α-amylase genes *TP03368*, *TP04014*/*Amy13A*, one glucoamylase gene *TP12319*, three α-glucosidase genes *TP11464*, *TP00071*, *TP04013*, three cellulase genes *TP09412/cbh1*, *TP08514/eg1*, *TP05820/bgl1*, one xylanase gene *TP09024/xyn1*, and three regulatory genes *TP00292/BglR*, *TP06128/Rfx1*, and *TP09286/AmyR*, as well as four conidiogenesis-involved genes *TP04427/Bud4*, *TP04237/NimX*, *TP05733/WetA*, and *TP10098/FlbA*, were amplified using specific primer pairs (Supplementary Table S1). The promoter region of the β-tubulin gene *TP10751*, and either bovine serum albumin (BSA) or the Trx-His-S fusion protein was used as controls. DNA fragments of the same length but without the FAM label, were used as competitive probes. As shown in Figures 8, 9, shifted bands representing rTP05746-DNA complexes in all mixtures of the recombinant protein rTP05746 and EMSA probes of the target genes were observed to various degrees. Moreover, the band size gradually increased along with an increase in rTP05746 amounts (0–2.0 μg), whereas shifted bands did not occur between EMSA probes and either BSA or the Trx-His-S fusion protein, or between rTP05746 and the promoter region of the β-tubulin gene *TP10751*.

**FIGURE 8:**
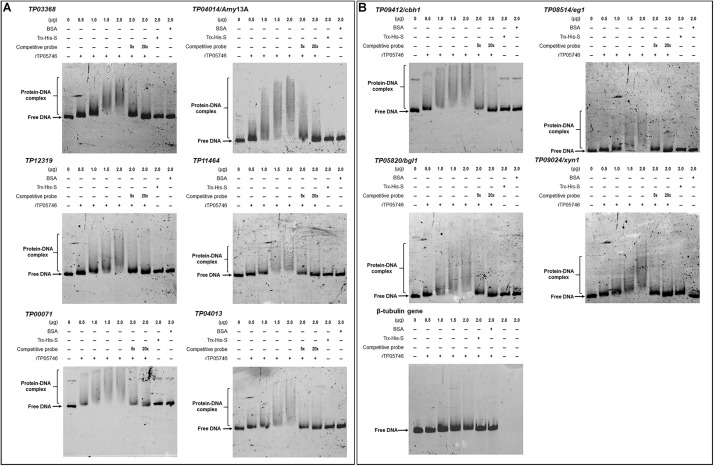
Interaction between TP05746 and genes encoding enzymes as revealed by electrophoretic mobility shift assay (EMSA). **(A)** Amylase genes. **(B)** Cellulase and xylanase genes. The recombinant protein rTP05746 (0–2.0 μg) was mixed with approximately 50 ng of FAM-labeled EMSA probes. EMSA probes lacking the FAM label were used for competitive EMSA. BSA, Trx-His-S fusion protein or the promoter region of the β-tubulin gene alone were used as controls. FAM, 6-carboxyfluorescein; EMSA, electrophoretic mobility shift assay; BSA, bovine serum albumin. In each EMSA reaction, non-specific sheared salmon sperm DNA was added, in order to prevent non-specific binding between protein and probes.

**FIGURE 9:**
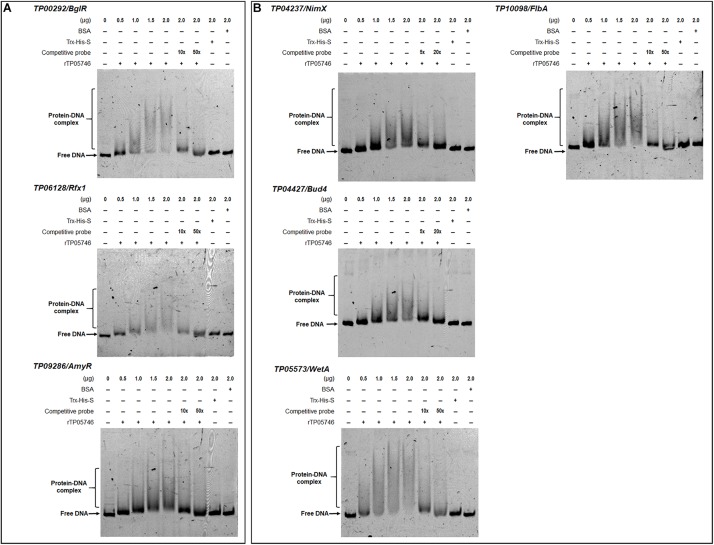
Interaction between TP05746 and regulatory genes revealed by electrophoretic mobility shift assay (EMSA). **(A)** Genes involved in the regulation of PBDE gene expression. **(B)** Genes involved in conidiogenesis. The recombinant protein rTP05746 (0–2.0 μg) was mixed with approximately 50 ng of FAM-labeled EMSA probes. EMSA probes lacking the FAM label were used for competitive EMSA. BSA, Trx-His-S fusion protein or the promoter region of the β-tubulin gene alone were used as controls. FAM, 6-carboxyfluorescein; EMSA, electrophoretic mobility shift assay; BSA: bovine serum albumin; PBDE, plant-biomass-degrading enzymes. In each EMSA reaction, non-specific sheared salmon sperm DNA was added, in order to prevent non-specific binding between protein and probes.

Simultaneously, competitive EMSA was performed using the competitive probes, and the results revealed that the concentration of the shifted bands gradually decreased in response to increasing amounts of the competitive probes without the FAM label (Figures 8, 9). However, in fact how interact with these promoters by *TP05746 in vivo* still awaits to be performed.

### TP05746 Inhibits the Production of PBDEs in Filamentous Fungus *Penicillium oxalicum*

To further confirm the regulatory roles and potential application of gene *TP05746* in genetic engineering, gene *TP05746* was over-expressed in filamentous fungus *P. oxalicum* parental strain Δ*PoxKu70* (Supplementary Figure S4) derived from the wild-type HP7-1 via deleting gene *PoxKu70* (Zhao et al., 2016), and then its production of PBDEs was measured when cultivated on Avicel for 1–3 days. The results indicated the obtained overexpressed strain OX*TP05746*_*POX* lost 54.4–84.6% of cellulase (FPase, pNPCase and CMCase) and xylanase production, 15.6–49.9% of SSDE and RSDE production, while increased 131.1–275.1% of pNPGase production, compared with the parental strain Δ*PoxKu70* (*p* < 0.01, Student’s *t* test; Figures 10A–G). Intracellular proteins of strain OX*TP05746*_*POX* had no significant difference from that of the Δ*PoxKu70* when cultivated on WA for 1 day, but decreased by approximately 70% when for 3 days (*p* < 0.01, Student’s *t* test; Figure 10H).

**FIGURE 10:**
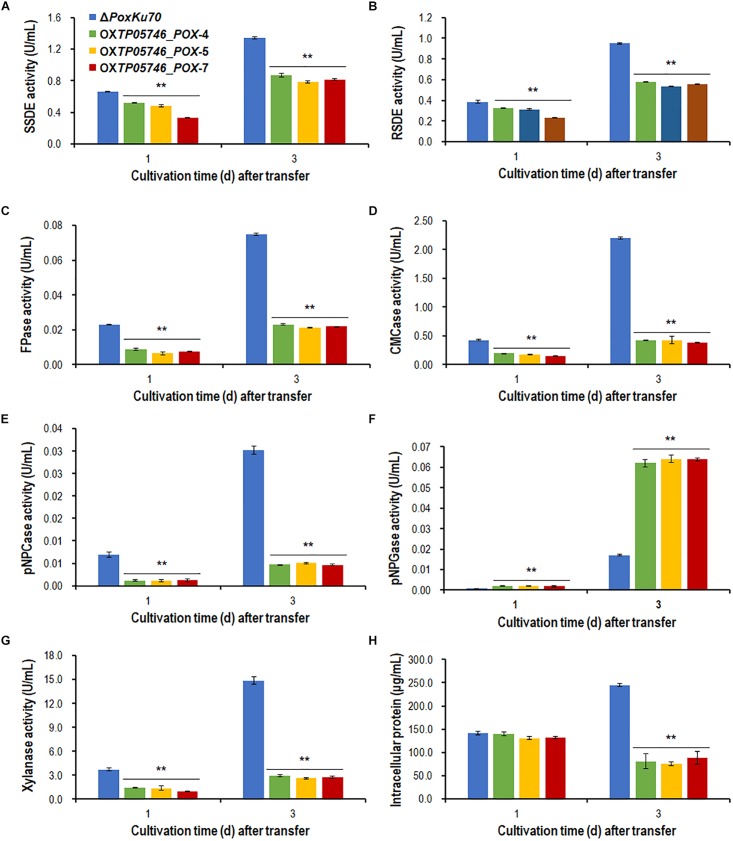
Plant-biomass-degrading enzymes production by overexpression strain OX*TP05746_POX* and the parental strain Δ*PoxKu70*. Crude extracts were produced from *Penicillium oxalicum* strains cultured after a transfer from glucose medium to Avicel medium for 1–3 days. **(A)** SSDE production. **(B)** RSDE production. **(C)** FPase production. **(D)** CMCase production. **(E)** pNPCase production. **(F)** pNPGase production. **(G)** Xylanase production. **(H)** intracellular protein. All experiments were performed independently for three biological replicates. Each data point is mean ± SD. ^∗∗^*p* ≤ 0.01 indicates differences between the deletion mutant Δ*TP05746* and the parental strain Δ*TpKu70* by Student’s *t* test. PBDE, plant-biomass-degrading enzyme; SSDE, soluble-starch-degrading enzyme; SCS, soluble corn starch; RSDE, raw-starch-degrading enzyme; FPase, filter paper cellulase; CMCase, carboxymethylcellulase; pNPCase, *p*-nitrophenyl-β-cellobiosidase; pNPGase, *p*-nitrophenyl-β-glucopyranosidase.

## Discussion

In this study, we explored regulatory roles of a novel Zn2Cys6 protein, TP05746, that regulated PBDE (i.e., SSDE, RSDE, cellulase, and xylanase) production as well as growth and positively regulated conidiation of *T. pinophilus* through regulating the expression of the associated genes and their regulatory genes (Figure 11). TP05746 specifically belonged to *Talaromyces*, and plays an essential regulatory role via a molecular mechanism distinct from that of the known CreA-mediated CCR.

**FIGURE 11:**
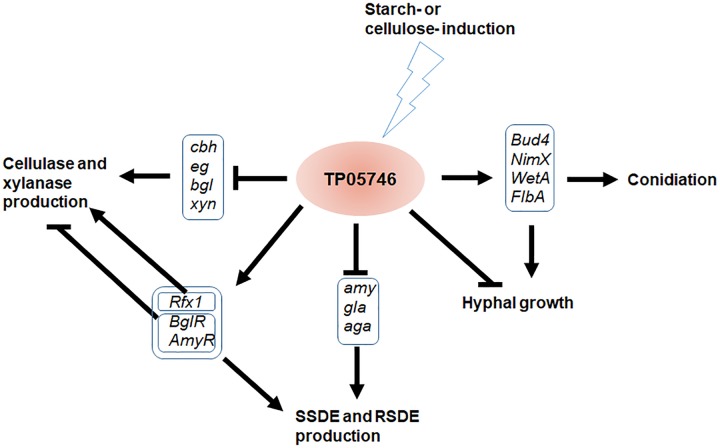
Proposed model of *TP05746* regulation in *T. pinophilus*. *cbh*, cellobiohydrolase gene; *eg*, endo-β-1,4-glucanase gene; *bgl*, β-1,4-glucosidase gene; *gla*, glucoamylase gene; *amy*, α-amylase gene; *aga*, α-glucosidase gene.

The regulation of *TP05746* on PBDE production is time-dependent, as was expression of their encoded genes. For example, deletion of *TP05746* resulted in an increase in RSDE, cellulase and xylanase activity over the entire induction period, while the level of increasing production tended to fall over time, corresponding to dynamic changes in expression of major PBDE genes. The transcripts of *TP03368-*, and *TP04014/Amy13A-*encoding proteins that included SBDs in the mutant Δ*TP05746* first increased and then decreased, while the expression of *TP00071* continued to increase over time. Cellulase and xylanase genes *TP09412/cbh1*, *TP08514/eg1*, *TP05820/bgl1*, and *TP09024/xyn1* were repressed at the early induction stage but activated at later stages.

These observed phenomena are closely associated with substrate induction and a complex regulatory network. Plant biomass is degraded into single sugars via the synergistic action of several PBDEs working at appropriate respective rates, with the most-efficient enzyme mixture being secreted by the fungal cells based on which enzymes are needed in response to specific substrates. To the best of our knowledge, specific inducing substrates are low molecular weight sugars, in-process products of biomass degradation, such as cellobiose, xylobiose and maltose (Amore et al., 2013), but with unstable contents. Additionally, a complex regulatory network, consisting of various TFs and the target genes, are prerequisites to respond to the in-process products. As a note of this complex regulatory network, TP05746 regulates not only the expression of genes encoding specific enzymes, but also that of other TF genes, such as *AmyR*, *TpRfx1*, and *BglR*. AmyR and BglR positively regulate fungal amylase production and negatively control cellulase and xylanase production (Nitta et al., 2012; Li et al., 2015; Xiong et al., 2017; Zhang et al., 2017), whereas TpRfx1 positively mediates PBDE production, including amylase, cellulase and xylanase, in *T. pinopholus* (Liao et al., 2018). However, the actual regulatory mechanism of TP05746 in fungal cells still needs to be further elucidated.

In addition to fungal PBDE production, TP05746 also controls conidiation. Fungal conidiation is governed by the BrlA → AbaA → WetA regulatory cascade in concert with other genes, such as genes encoding FLBs (fluffy low *BrlA* expression) and the velvet family of proteins (Park and Yu, 2016). Here, this study found that deletion of *TP05746* affected the expression of several key conidiation-associated regulatory genes, such as *TP04427/Bud4*, *TP04237/NimX*, *TP05733/WetA*, *TP10098/FlbA* and *TP03987/VeA*. The gene *Bud4* is involved in spectrum formation in hyphal growth and the development of conidiophores in *Aspergillus*, deletion of which resulted in non-production of conidia (Si et al., 2012), as well as *FlbA* (Wieser et al., 1994). *NimX*, also called *cdc2*, encoding the cyclin-dependent kinase, accelerates hyphal branching and produces abnormal conidiophores at restrictive temperatures in *A. nidulans* (Lin and Momany, 2004). *WetA* is required for the middle to late phases of conidiation, to complete conidiation, and functions in the germination of these asexual spores and the early phase of mycelial growth (Tao and Yu, 2011). The velvet gene *VeA* is essential for proper asexual spore development but exhibits the opposite pattern of conidiation in *Aspergillus fumigatus* according to previous work (Dhingra et al., 2012; Park et al., 2012). Unfortunately, at this point it is not known how *TP03987/VeA* function in *T. pinophilus*. The expression of the above genes regulated by *TP05746* is time-dependent, and reaches a balance, resulting in the phenotypes observed in the mutant Δ*TP05746*. It should be noted that these conidiation-related genes might contribute to the regulation of cellulase and xylanase genes by *TP05746*. For example, the *VeA* ortholog *Vel1* of *T. reesei* positively regulates the expression of key cellulase and xylanase genes (Karimi Aghcheh et al., 2014).

In addition, *TP05746* represses hyphal growth of *T. pinophilus*, which might affect the utilization of nutrients. For example, under SCS induction, the expression of TP05746 is activated, thereby inhibiting the transcription of major amylase genes via a complex regulatory network, resulting in low yields of extracellular amylases. Starch could not be digested into small sugars, including glucose and maltose, to provide energy for the fungal cells.

To the best of our knowledge, few negative TFs have been identified in filamentous fungi to date, deletion of which results in an increase in PBDE production. The best-known repressor is CreA/Cre1/Cre-1, which inhibits almost all fungal genes involved in the degradation of plant biomass in the presence of the preferred carbon source, glucose, including both structural enzyme genes and regulatory genes (Portnoy et al., 2011; Sun and Glass, 2011; Li et al., 2015). Further experimental data revealed that, in the presence of D-glucose, both SSDE and RSDE production by Δ*TP05746* increased approximately 1.3- to 2.2-fold relative to that of the parental Δ*TpKu70.* In addition, 2-DG could activate CCR in the mutant Δ*TP05746*, leading to insufficient cellulase production, as in Δ*TpKu70* (Supplementary Figure S5). These data suggested that TP05746 was not involved in CreA-mediated CCR, suggesting that the mode of action of TP05746 is different from that of CreA.

We tried to construct the complementary strain of the mutant Δ*TP05746* at least four times but failed for unknown reasons. Three randomly chosen knock-out transformants for the gene *TP05746* in *T. pinophilus* were confirmed by both PCR with specific primers and by Southern hybridization analysis. Furthermore, in the enzymatic activity assay, all three randomly chosen transformants showed similar and consistent results, confirming that the obtained phenotype of each transformant was specifically generated by the deletion of the gene *TP05746*. Fortunately, gene *TP05746* was heterologously overexpressed in filamentous fungus *P. oxalicum*. Overexpression of *TP05746* resulted in the reduction of plant-biomass-degrading enzyme production, thereby leading to less accumulation of fungal hyphae. These data also confirmed that *TP05746* plays a negative role in the production of PBDEs.

It should be noted that negatively regulatory genes are potential targets for genetic engineering to achieve increased enzyme production. Deletion of *TP05746* led to a several-fold increase in RSDE production. RSDE application to starch biorefineries to generate biofuels or other biochemical products efficiently saves costs compared with traditional starch processing (Robertson et al., 2006; Görgens et al., 2015).

## Conclusion

In conclusion, the present study explored the regulatory roles of the novel TF TP05746 in *T. pinophilus* with respect to the control of PBDE production (SSDE, RSDE, cellulase and xylanase), as well as growth and conidiation. Further studies indicated that TP05746 dynamically regulated the expression of the associated genes described above, thereby affecting the corresponding fungal phenotypes. These findings provided novel insights into the regulatory mechanism of fungal PBDE gene expression and identify a potential target for genetic engineering for industrial application.

## Data Availability Statement

The datasets generated for this study can be found in the DNA sequence of TP05746 is available from the GenBank database under the accession number MH447996. The transcriptomic data of *T. pinophilus* strains have been deposited in Gene Expression Omnibus (GEO) on NCBI (accession no. GSE131872).

## Author Contributions

J-XF designed and supervised the study, and involved in data analysis and manuscript revision. SZ co-supervised all the experiments and revised the manuscript. TZ carried out the enzyme activity assay, phenotypic analysis, Southern hybridization analysis, RT-qPCR, and EMSA, and drafted the manuscript. L-SL involved in genomic DNA, RNA, and protein extraction and transcriptomic analysis. C-XL carried out the bioinformatic analysis. G-YL, XL, and X-ML took part in the preparation of experimental materials and data analysis. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.cazy.org/

2 https://blast.ncbi.nlm.nih.gov/Blast.cgi

# Supplementary material for: Identification of a Novel Transcription Factor TP05746 Involved in Regulating the Production of Plant-Biomass-Degrading Enzymes in Talaromyces pinophilus
**Source:** Front Microbiol. 2019 Dec 13;10:2875. doi: 10.3389/fmicb.2019.02875
**Supplement:** Supplementary file 1

Supplementary Material

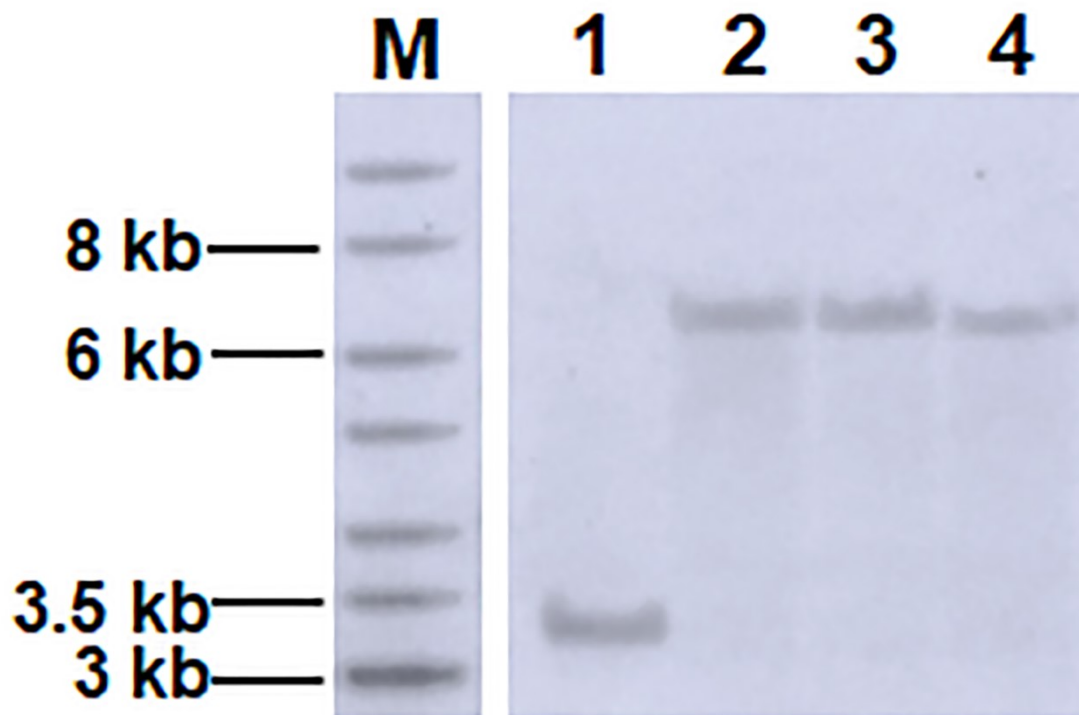

Supplementary Figure 1. Southern hybridization analysis of the deletion mutant $\Delta TP05746$. M, 1-kb DNA marker; lane 1, $\Delta TPku70$; lane 2, $\Delta TP05746-8$; lane 3, $\Delta TP05746-9$; and lane 4, $\Delta TP05746-11$.

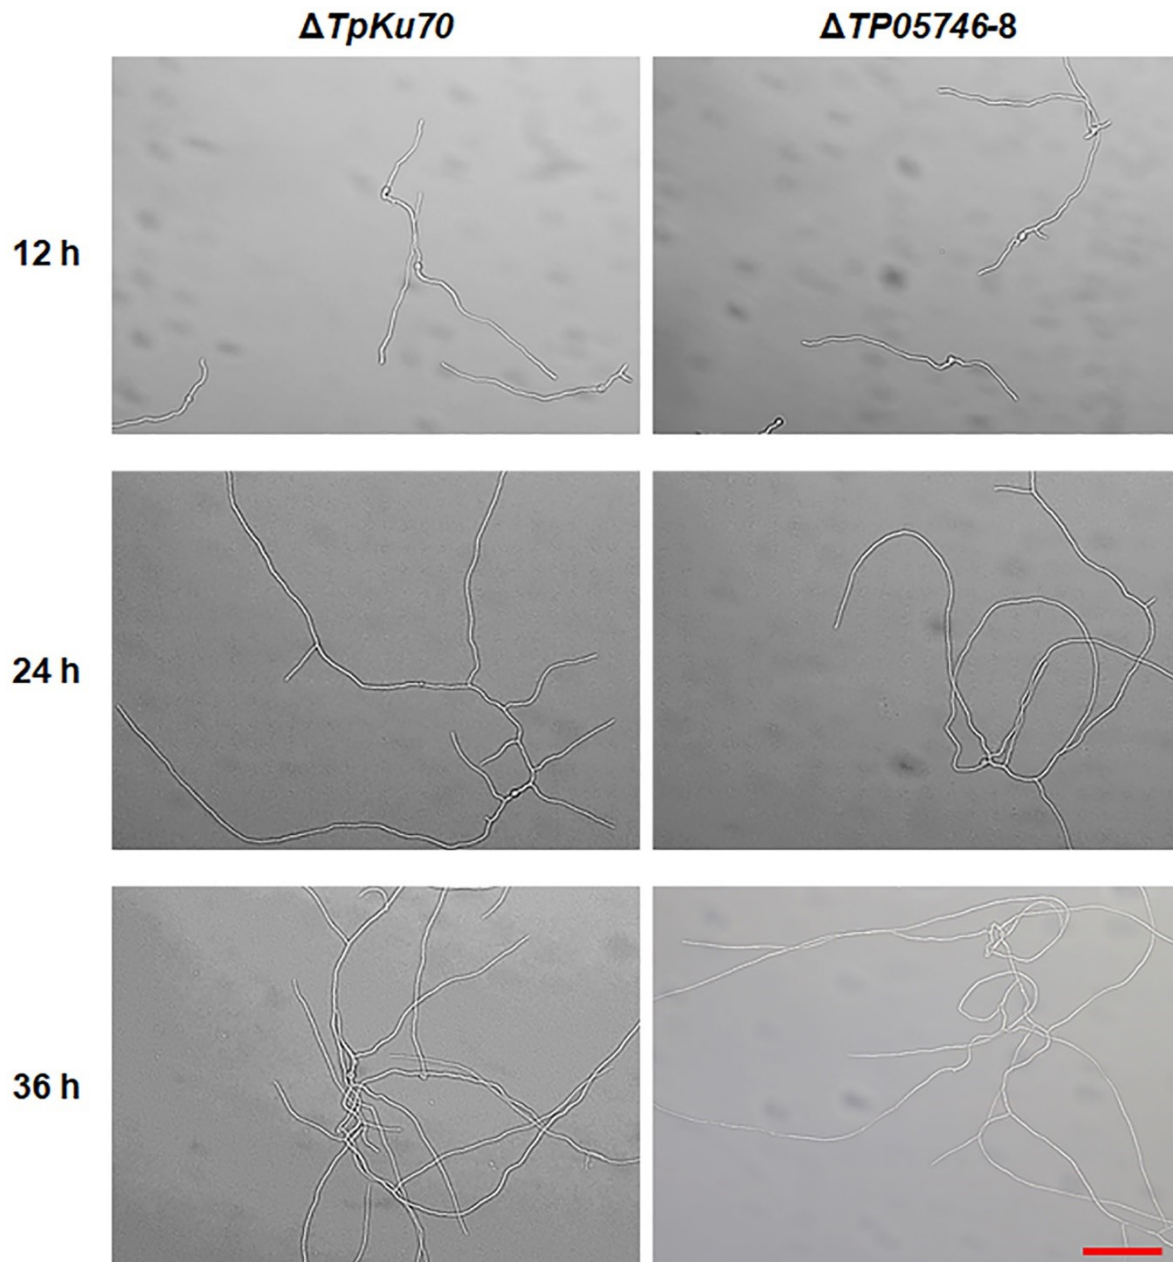

Supplementary Figure S2. Microscopic investigation of mycelial growth and sporulation by *T. pinophilus* mutant $\Delta TP05746$ and parental strain $\Delta TpKu70$ on SLM containing glucose. Fungal strains were cultured at 28°C for 12–36 h. Red arrows indicate the developing spores. Bar is 50 μ m. SLM: standard liquid medium.

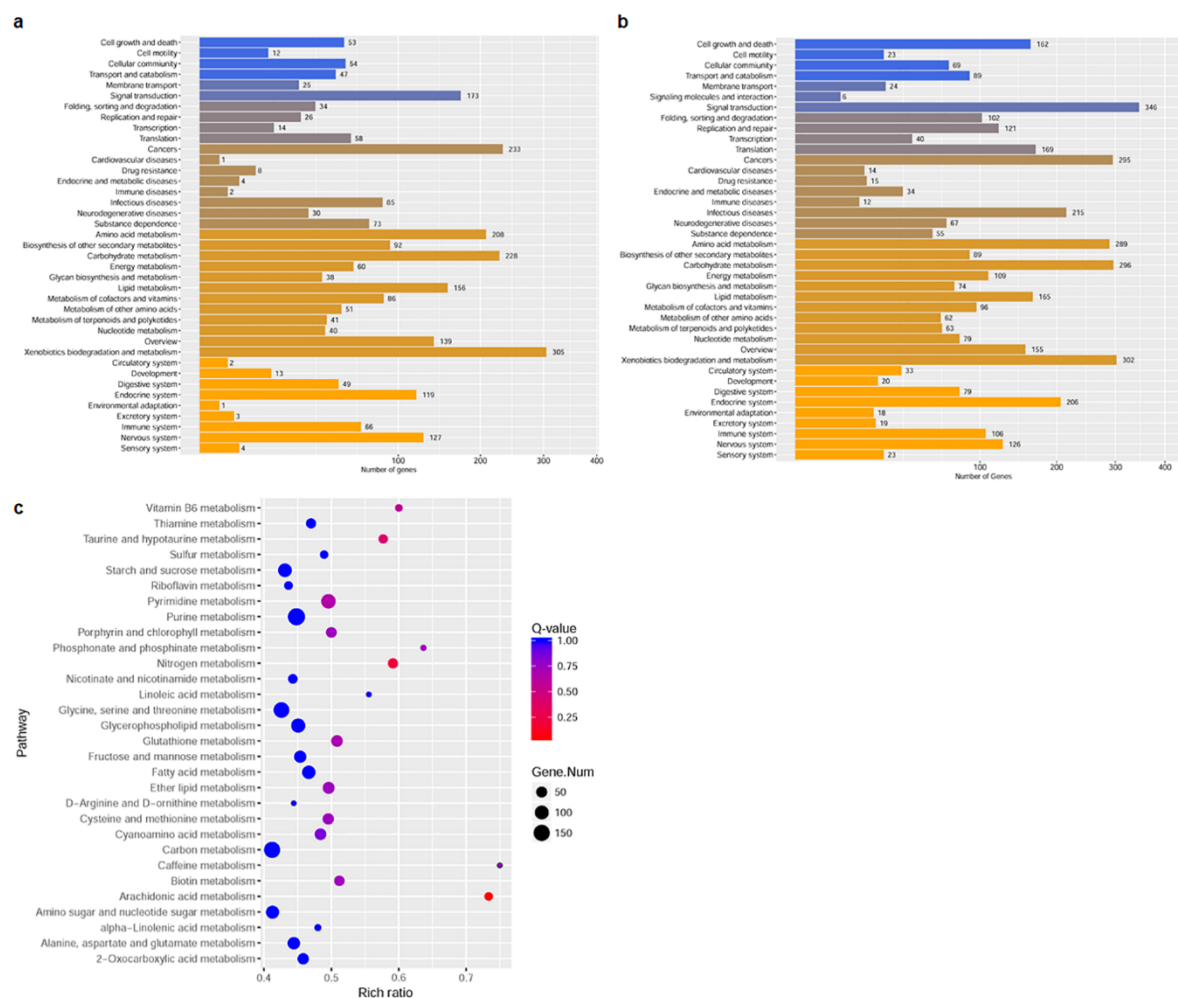

Supplementary Figure S3. KEGG pathway classification annotation of down-regulated DEGs (a) and up-regulated DEGs (b) in the $\Delta TPO5746$, and the enrichment pathway analysis of DEGs involved in metabolism (c). DEGs: differentially expressed genes; KEGG: Kyoto Encyclopedia of Genes and Genomes.

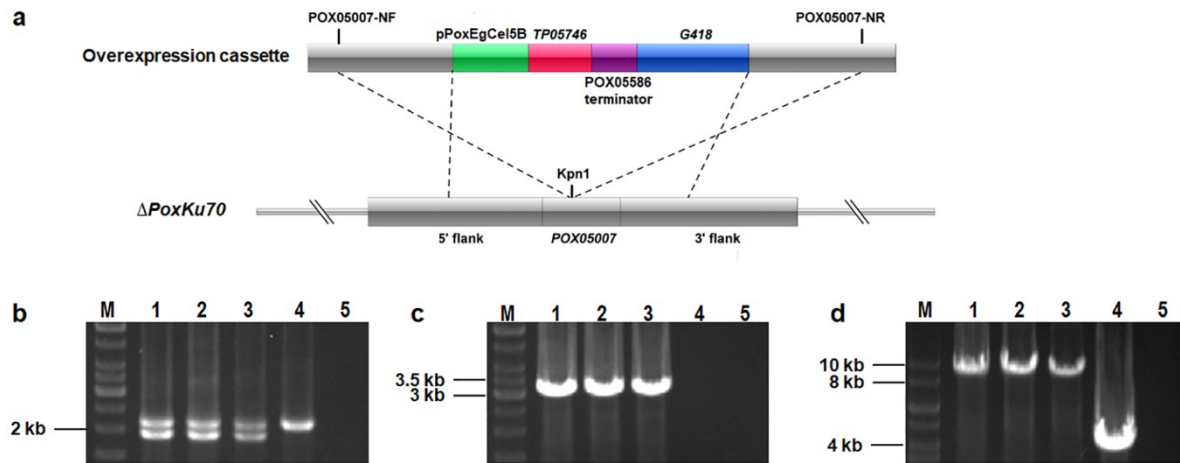

Supplementary Figure S4. Construction of overexpressed strain *OXTP05746_POX*. (a) Schematic illustration. (b-d) PCR confirmation. M, 1 kb DNA markers; Lane 1, *OXTP05746_POX*-4; Lane 2, *OXTP05746_POX*-5; *OXTP05746_POX*-7; Lane 4, $\Delta PoxKu70$; Lane 5, ddH₂O. (b) PCR using primer pair G418-F/G418-R; (c) PCR using primer pair POX01166-F/TP05586-R; (d) PCR using primer pair POX05007-NF/POX05007-NR.

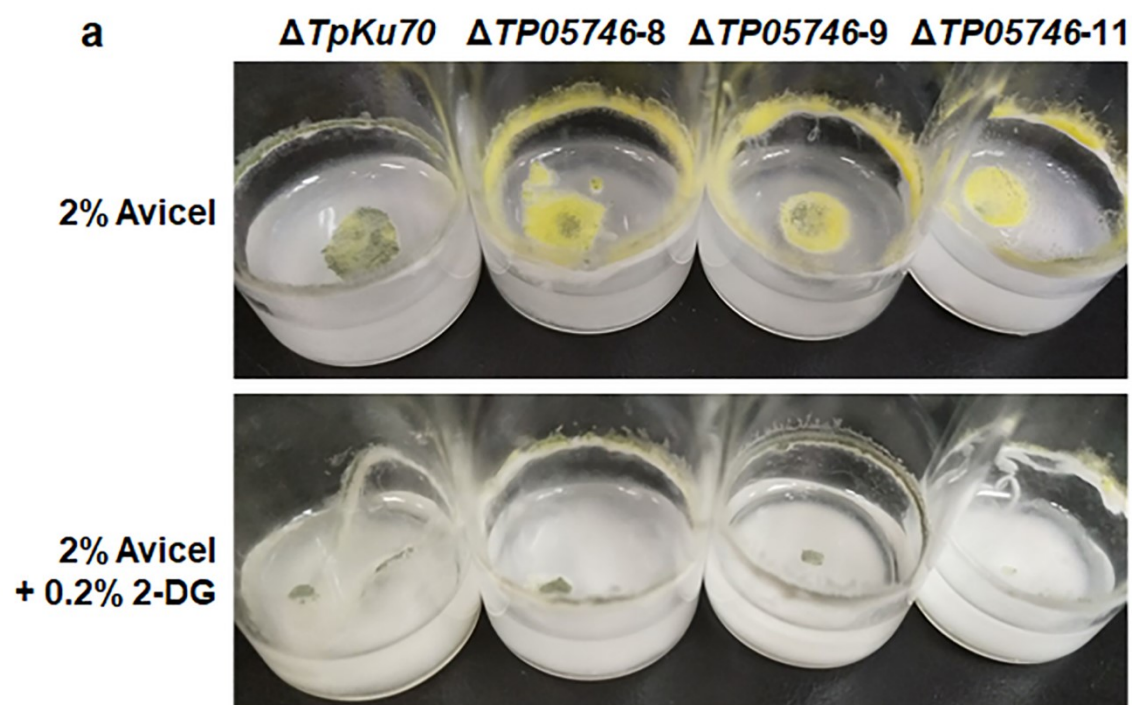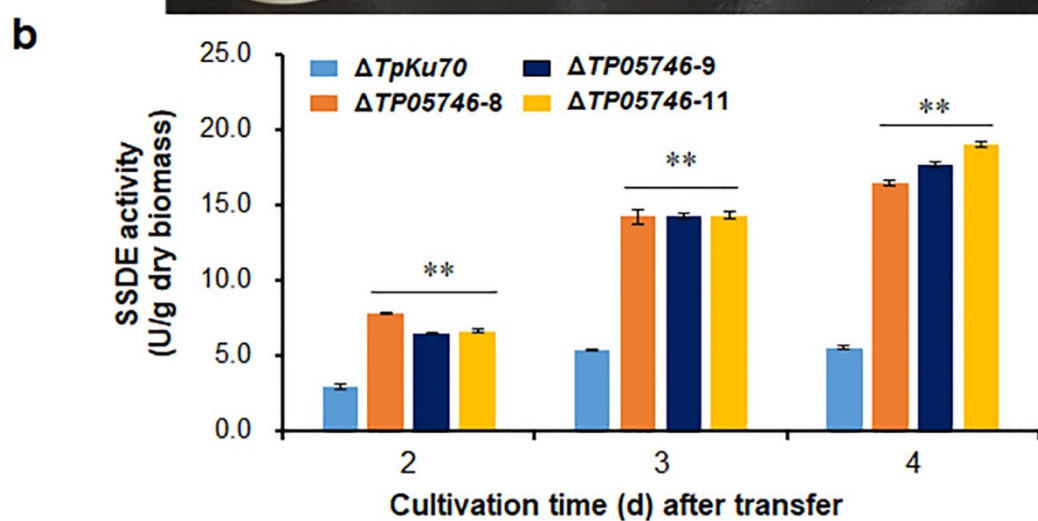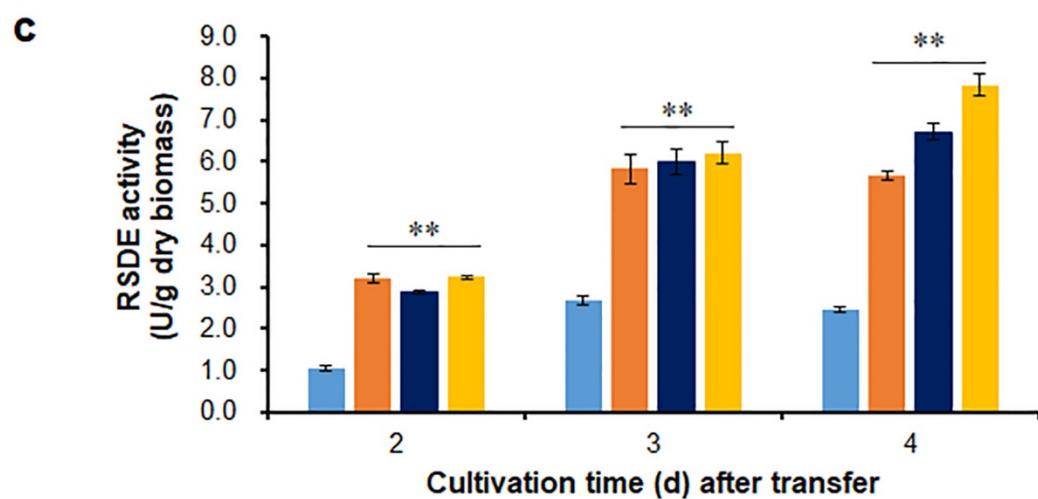

Supplementary Figure S5. Growth of mutant $\Delta TP05746$ and $\Delta TpKu70$ in SLM with 2-DG (a) and SSDE (b) and RSDE (c) production of mutant $\Delta TP05746$ and $\Delta TpKu70$ in glucose medium. In the a, fungal strains were cultured at 28°C for 5 d, while for 2–4 d in the b & c. $**p \leq 0.01$ indicates differences between the deletion mutant $\Delta TP05746$ and the parental strain $\Delta TpKu70$ by Student's *t* test. SSDE: soluble-starch-degrading enzyme; RSDE: raw-starch-degrading enzyme; 2-DG: 2-deoxy-glucose.

# Supplementary material for: Identification of a Novel Transcription Factor TP05746 Involved in Regulating the Production of Plant-Biomass-Degrading Enzymes in Talaromyces pinophilus
**Source:** Front Microbiol. 2019 Dec 13;10:2875. doi: 10.3389/fmicb.2019.02875
**Supplement:** Supplementary file 2

Supplementary Table S1. The primers used in this study.

**Primer name**	**Sequence (5'–3')**
**Primers used for RT-qPCR**	
RT-TP11464-F	AAGGGTTGCGACGGTTTC
RT-TP11464-R	AGGGAGTATCGGGGTTTGTG
RT-TP12265-F	CAAATGCGGTGAGTAGTGCTG
RT-TP12265-R	TCAAACATTCACCTCCCAGC
RT-TP00071-F	CCATACTGGGGTTTCGGTTT
RT-TP00071-R	CGTTGAAGGCAGCATAATCC
RT-TP04013-F	AATGTTTCAGACAGGGCACGA
RT-TP04013-R	GACCGATAATAAATGGACGCTT
RT-TP03368-F	GGAATGCGTGGGTCAAGTCA
RT-TP03368-R	CGCCATAATCCAGTTCTCCAATAC
RT-TP07411-F	TGATGGTTGATGTGGTGGCG
RT-TP07411-R	GACTGGTTGAACGGAACAAAGAC
RT-TP12319-F	TCTTTACCATCGCCGTCCAG
RT-TP12319-R	TGAGAAACACAGTCGGGGCA
RT-TP04014-F	GGACAGATTTGCCCCGAACAG
RT-TP04014-R	TCCAAACAGCAGTGAATCCCA
RT-TP09781-F	CCGATGAGAACGGAAAAGCG
RT-TP09781-R	TTCAACGATAGCACTGCCCTC
RT-TPactin-F	TCGCTCTTCCTCACGCTATTT
RT-TPactin-F	GATGTCACGGACGATTTACG
RT- TP08514-F	CGGGGCTCTTTATCTCTCTGA
RT- TP08514-R	GTTGCCTCGCCATTTGCT
RT- TP09412-F	ATAACACCCACTACCAAATCTTCG
RT- TP09412-R	GCACCGTTCAAACCGCAA
RT-TP05820-F	TACGCAATGTCCTCAAACCTCG
RT-TP05820-R	CAATAGACTCAGCAGCGGCAC
RT-TP09024-F	GGGGACAATGCGGAGGA
RT-TP09024-R	TTGGCACTGACTGTAGTAAGCG
RT-TP06128-F	CCAGCAAACAGGAGACAATACG
RT-TP06128-R	GCAAGCGTCAAGCGGTGTA
RT-TP09286-F	TCACAGCCACCATCTCAATCC
RT-TP09286-R	TGTGGAGTGAGTTGTTTCGGGT
RT-TP00292-F	CGTCGTCGCAAAGTCAAGTG
RT-TP00292-R	AAGTAACCGCTTCGCCCA
RT-TP04237-F	GAACTCCCGACGAAAACACG
RT-TP04237-R	CCTTGTGCGAAGTAGGGGTG

RT-TP04427-F	GAGAAAGAAGGATGGATGGCA
RT-TP04427-R	GGGATAGATTGTGTTGGTGTCTG
RT-TP03987-F	CGGGAAGGAAAGAGGATAACC
RT-TP03987-R	CCAGCGTAGCGAAGAGAAAGAA
RT-TP05733-F	CTCCAATCACTCCTAAAAACATCC
RT-TP05733-R	GTCGCTCGCCACCACG
RT-TP10098-F	GCTTTGCGGACCAGTTTCG
RT-TP10098-R	TGTATTATCCAGACTGAGTGGTTCC
**Primers used for probes amplification in EMSA**	
TP03368-L-F	CGCAGATTCACATACATACCAGA
TP03368-L-R-EMSA	FAM-GAAGTGAATGCTCGAACTAAACA
TP03368-L-R-Com	GAAGTGAATGCTCGAACTAAACA
TP04014-L-F	CCACATACCCTTATAAAGCGGA
TP04014-L-R-EMSA	FAM-TAAATGATAGAACTGGTTGAGCGT
TP04014-L-R-Com	TAAATGATAGAACTGGTTGAGCGT
TP12319-L-F	CGGATCATCAACCCAAATCA
TP12319-L-R-EMSA	FAM-GCTTGGCTCAGATTCTTGTCG
TP12319-L-R-Com	GCTTGGCTCAGATTCTTGTCG
TP11464-L-F	AGTCAGCCTGTGTTACCCGAT
TP11464-L-R-EMSA	FAM-GCGGTTTACTGGTGGTGAC
TP11464-L-R-Com	GCGGTTTACTGGTGGTGAC
TP00071-L-F	CTAGTACCGCCACCGGAG
TP00071-L-R-EMSA	FAM-GAGATTGACCGGCACCAA
TP00071-L-R-Com	GAGATTGACCGGCACCAA
TP04013-L-F	GCGCTCACTCTATCCGCTTTA
TP04013-L-R-EMSA	FAM-GCTTACAGACCTGAATTGTTGCTC
TP04013-L-R-Com	GCTTACAGACCTGAATTGTTGCTC
TP09412-L-F	GAGATCGAAAGTTTTGCCTTATTAG
TP09412-L-R-EMSA	FAM-TTTGTGCGATTGCTTCTGACTGTT
TP09412-L-R-Com	TTTGTGCGATTGCTTCTGACTGTT
TP08514-L-F	CGAATGGCAACTCTGGCAC
TP08514-L-R-EMSA	TAM-GTCGCCATGTTAGACATCAGTC
TP08514-L-R-Com	GTCGCCATGTTAGACATCAGTC
TP05820-L-F	GAGCATTTGAAACTCGCAGTG
TP05820-L-R-EMSA	FAM-TCGATATCAAGCACCATGTTGA
TP05820-L-R-Com	TCGATATCAAGCACCATGTTGA
TP09024-L-F	CGTATGATGGAAACATGGCC
TP09024-L-R-EMSA	FAM-TGTCAATGACGTGAAAGATCAACTA
TP09024-L-R-Com	TGTCAATGACGTGAAAGATCAACTA
TP00292-L-F	ACCTTTATAGAAGGAACTGACGGCT

TP00292-L-R-EMSA	GCAATGTTCTGACGGGGCA
TP00292-L-R-Com	GCAATGTTCTGACGGGGCA
TP06128-L-F	GTATCAGTGCTCCCCCG
TP06128-L-R-EMSA	GAAATGAGGCTCCCAGTGGT
TP06128-L-R-Com	GAAATGAGGCTCCCAGTGGT
TP09286-L-F	AACTGTTCCAACGCAGGGTC
TP09286-L-R-EMSA	TTGCACTTATCGCAGATCTCG
TP09286-L-R-Com	TTGCACTTATCGCAGATCTCG
TP04237-L-F	ACTTGGTCTGAACTGTTGGTGGA
TP04237-L-R-EMSA	TGGCAAATGTGACAGTTGGAAT
TP04237-L-R-Com	TGGCAAATGTGACAGTTGGAAT
TP04427-L-F	ACCTTTTGATGGCGGCGT
TP04427-L-R-EMSA	AAAGGACGCGGGCTAGTCA
TP04427-L-R-Com	AAAGGACGCGGGCTAGTCA
TP05573-L-F	ACATCAGATAAGCTGCGAGTGG
TP05573-L-R-EMSA	CGCTTTCGGTTAGAGGGGA
TP05573-L-R-Com	CGCTTTCGGTTAGAGGGGA
TP10098-L-F	CGCCACACAGACCCATAACT
TP10098-L-R-EMSA	TCTCAGTCATTGAACCCAGGTC
TP10098-L-R-Com	TCTCAGTCATTGAACCCAGGTC
β -tubulin-F	ACCTCACTTGCTCCGCTCTG
β -tubulin-R	FAM-ACAACTTCATAGATGGAGTGGACA
**Primers used for probe amplification for Southern hybridization**	
TP05746-T-F	TCGCCGATAAGATGGACACT
TP05746-T-R	CAAATACCGAGCAACGAATGA
**Primers used for DNA binding domain-encoding DNA fragment amplification**	
TP05746-F2	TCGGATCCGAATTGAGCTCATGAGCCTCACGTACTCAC<br>GAT
TP05746-R2	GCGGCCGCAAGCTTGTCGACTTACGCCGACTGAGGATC<br>ATAC
**Primers used for overexpression construction**	
POX05007-NF	ATGGCACATACGCCCCGTTTCAG
POX05007-NR	GCGTAGATAACGATGTCGGTTCAA
POX01166-F	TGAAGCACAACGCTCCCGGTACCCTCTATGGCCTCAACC<br>AATTACA
POX01166-R	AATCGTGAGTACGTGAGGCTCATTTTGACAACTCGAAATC<br>CA
TP05746-F	ATGAGCCTCACGTACTCACGATT
TP05746-R	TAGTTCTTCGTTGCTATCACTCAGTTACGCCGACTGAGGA<br>TCATAC

TP05586-RF	CTGAGTGATAGCAACGAAGAACTA
TP05586-RR	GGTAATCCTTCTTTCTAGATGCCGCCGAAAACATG
G418-F	TCTAGAAAGAAGGATTACC
G418-R	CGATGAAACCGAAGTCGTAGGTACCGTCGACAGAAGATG<br>ATATT

How the deposited data were processed for this re-analysis (not part of the article)

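RNA of *T. pinophilus* was sequenced from 3 libraries of the parental strain Δ*TpKu70* and 3 of the mutant Δ*TP05746*, all from mycelium collected 12 h after a transfer from glucose to 1% (w/v) soluble corn starch. The libraries were grouped by strain as the sample labels and the paper give them, and the only comparison was Δ*TP05746* against Δ*TpKu70*. The authors' expected counts were made with RSEM from reads mapped to the genome of strain 1–95, with BWA and Bowtie2 named in the methods, and they were deposited without scaling. The FPKM values deposited beside them are the authors' RSEM values, scaled by gene length and library size. The submitters' processing notes name BWA 0.7.10-r789, Bowtie2 2.1.0, RSEM 1.2.12 and DESeq2. Only genes above 0 in a library are listed for it, and an unlisted gene was read as 0.

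The test planned before the data were examined was limma on log2(FPKM + 1), on the view that the values were FPKM alone. The files also hold expected counts, which need a count test, so edgeR's quasi-likelihood test became the main one and limma on log2(FPKM + 1) is reported as an alternative. Expected counts were rounded to whole numbers. Genes with an FPKM of at least 1 in at least 3 of the 6 libraries were kept, which left 8522, and scaled with TMM factors. The test was two-sided, with Benjamini-Hochberg adjustment over all genes kept, and a gene was past the threshold at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The standard errors given are the absolute log2 fold change divided by the square root of the test's F statistic. They are not estimated by the model itself and are rough where counts in 1 strain are near 0. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The same test was run on simulated data with the means and library sizes of these libraries (8522 genes, 50 changed at each size). At an adjusted p of at most 0.05, without the fold minimum, it called 2% of genes changed by a log2 of 1. The share was 54% at 2, 84% at 3 and 92% at 5, with 0.0841% of unchanged genes called. The simulation changed 200 genes, far fewer than the 3299 called in the data. These shares therefore need not describe the sensitivity of the main test on the data.

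Library totals of 4091718 to 4696455 expected counts set the precision, and for *TP05746*, at 0 in all Δ*TP05746* libraries, the fold is given as a lower bound from a floor of 3 counts per library, which covers counting error only. Of the 11632 genes listed in any library, 2326 had a count with decimals, where RSEM shared reads between gene models, which leaves their levels uncertain.

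The genes named are *TP05746* and every gene the paper's text names by number, whose values in the paper were seen beforehand; the 10 highest and 10 lowest genes on the log2(FPKM + 1) scale that were past the threshold, had no overlap between the strains and had an informative annotation in the part of Table S2 at hand; the 2 highest and 2 lowest without regard to annotation; and the 2 members past the threshold with the largest change in each annotation group described. These genes make up the set counted as named, and not all of them are described in the text. Other genes are said to have been chosen after their values were seen. The lists are the 14 starch-degrading genes, the genes of cell wall-degrading enzymes, the transcription factor genes of Table S2, the 6 regulators, the 13 conidiation genes and 18 groups set by words in the annotation of Table S2. Only the first 1998 rows of Table S2 were at hand, so no enrichment or set test was run on it. No gene ID matched the reference table given, which is of another strain, so no coordinates are reported. The list of RT-qPCR targets was copied from the paper's text later.

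Of the alternatives, 21 were set before the data were examined. They are limma on FPKM with other pseudocounts, quantile normalization or TPM, other filters, median-ratio factors, no adjustment of p, no fold minimum, a test against a fold minimum, the paper's ratio of mean FPKM as the fold, no mean-variance trend, library weights, the replicate number as a block, only genes above 0 in all libraries, and each library left out. The other 3, DESeq2, library totals without TMM factors, and leaving out genes with decimals in their counts, were chosen after seeing the data. KEGG classes were not analysed here, and neither were the RT-qPCR, gel shift and enzyme measurements.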

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

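Apart from the other splits of the libraries, the tests in this part were chosen after the results were seen. The genes below lie outside those the paper discusses and were listed in Δ*TP05746* at a level above that in Δ*TpKu70*, given as mean FPKM (n = 3). *TP00242* (annotated as a ferredoxin-NADP reductase) was at 254 against 2.11, *TP01567* (Gdh1 homolog, with decimals in its counts) at 172 against 2.17, *TP00508* (E3 ubiquitin-protein ligase) at 210 against 3.06, *TP03127* (cytochrome P450) at 96.7 against 1.01 and *TP04759* (polyamine transporter) at 194 against 4.55. *TP09868* was at 689 against 2.04 and *TP07435* at 882 against 3.46, both with no annotation at hand. Of the genes listed at 0 in all Δ*TpKu70* libraries, *TP03539* (glutathione S-transferase) was at 161 in Δ*TP05746*, *TP00999* (signal peptidase) at 54.1, *TP01523* (Get1) at 40.8, *TP01148* (FIT family) at 33.3 and *TP04319* (Coq5 methyltransferase) at 33.0.

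The genes at 0 in all libraries of one strain and past the threshold in the other may in part reflect reads that RSEM passed between neighbouring gene models. Of 154 such genes, 41.6% had a gene of neighbouring number past the threshold in the opposite direction, against 16.1% of the 3145 others (Fisher's exact test, p = 3.7e-13). Neighbouring genes are not independent, and a pair within the 154 enters through both of its genes, so this p may overstate the evidence. *TP03538*, at a mean FPKM of 133 in Δ*TpKu70* and 0 in Δ*TP05746*, lies next by number to *TP03539*, at 0 and 161. Neighbours by number are assumed to be neighbours on the genome. A change of transcript structure in the mutant would look alike and was not tested.

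The typical gene was higher in Δ*TP05746* on the FPKM scale, with a median log2 fold change of 0.845 on library totals. The larger share of counts taken by the most abundant genes in Δ*TpKu70* is a candidate explanation of part of that shift, since 52.5% of it was gone (0.402 left) once the 100 most abundant genes of each strain, 169 in all, were left out of the totals. Whether the cells of the 2 strains hold the same amount of mRNA was not measured, so the direction of the typical gene stays open.

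Genes of neighbouring number changed alike, and long runs of them were lower in Δ*TP05746*. The correlation of log2 fold changes between consecutive genes without decimals in their counts was 0.442 over 4258 pairs, against at most 0.0547 in 1000 shuffled orders, and genes are not independent replicates. The longest runs, *TP06253* to *TP06266* and *TP13232* to *TP13245*, held 14 genes each, all lower, where 0 of 1000 shuffled orders held a run as long (longest 9), while the runs of higher genes (longest 6) were no longer than in shuffled orders (longest 7). Of the genes of these runs, 28 of 28 had counts above 0 in at least 2 Δ*TP05746* libraries. The least changed gene of each run was at a log2 fold change of −2.77 and −2.87, and 0 genes of *TP13232* to *TP13245* had decimals in their counts. The median log2 fold changes of the runs were −9.6 and −9.57, and whether so small a remainder comes from genes at that level was not tested. For those genes the counts therefore cannot decide whether their DNA was lost in Δ*TP05746*. Regulation of neighbouring genes together, as in gene clusters, may account for the runs, a hypothesis found and tested on the same libraries.

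Of the 10 splits of the 6 libraries into 3 and 3, the real one called 3299 genes and the highest of the others 0, so 1 of 10 was as large, and 10 splits are too few for a share under 0.05.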

How the results depend on the processing

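Of the 93 named genes tested under up to 24 alternatives, 1960 of 2142 pairs of gene and alternative kept their direction and their side of the threshold, 144 were no longer past it, 25 came past it and 13 reversed. Many of these genes were named because they were past the threshold with a large change. No fold minimum and unadjusted p reuse the main fit with a looser cut and cannot lose a call. The 1960 pairs therefore overstate how stable a typical gene is. The total of genes past the threshold, 3299, lay between 2564 and 4349 under every alternative except a test against a fold minimum, at 1877 (741 higher and 1136 lower), which asks for more than a change other than 0. Genes higher, 1550, moved to 3123 with limma on log2(FPKM + 1), 3232 on log2(FPKM + 0.1), 3023 on log2(TPM + 1) and 3290 with library totals, and genes lower, 1749, to 1069, 1107, 1137 and 1059 in the same order; these settings shift the median of all genes. DESeq2 called 3400 and no filter 3279.

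Genes of cell wall-degrading enzymes past the threshold, 17, moved to 7 with a filter of FPKM 5, which tests fewer genes, to 11 with the test against a fold minimum and to between 9 and 18 with a library left out. Transcription factor genes, 111, moved to 71 with the test against a fold minimum. Conidiation genes, 10, moved to 4 with that test, to 6 with the paper's fold formula, to 6 with library totals and to between 5 and 11 with a library left out. Except where stated, the cause was not tested.

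*TP00292*/*BglR*, at a log2 fold change of −0.084, reversed to 0.25 with limma on log2(FPKM + 1), 0.50 on log2(FPKM + 0.1), 0.022 after quantile normalization, 0.26 on log2(TPM + 1), 0.57 with the paper's fold formula, 1.13 with library weights and 0.64 with library totals, and ranged from −0.64 to 1.39 with a library left out. *TP05820*/*bgl1*, at 0.045, ranged from −0.13 to 0.27 with a library left out. Neither was past the threshold, and the counts of *TP00292* are low and shared.

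The strains share replicate numbers, and with the number as a block 2892 genes were past the threshold, 11 of them of cell wall-degrading enzymes, and *TP00292* was at 0.088. Deviations of libraries with the same number correlated at −0.0781 to 0.0131 and of other pairs at −0.0899 to 0.0879, and not every library correlated best with its own number, so the numbers do not pair the libraries. Depth limits genes such as *TP05897*/*RodA* and *TP05092*/*ArpA*, with few counts in any library.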

Differences from the paper's values

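The paper's thresholds are a log2 fold change of at least 1 and a p of at most 0.05, and its text does not say whether p was adjusted. Here p was adjusted. Settings named as set beforehand were chosen before the data were examined.

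For genes higher in Δ*TP05746*, the paper's value is 2470 and the value here 1550. The values were within 1.5 times of each other under these settings set beforehand: limma on log2(FPKM + 1), log2(FPKM + 0.1), quantile-normalized log2(FPKM + 1) and log2(TPM + 1), unadjusted p, no fold minimum, the paper's fold formula, library weights, and without Δ*TpKu70* replicate 1. They were not under the others. Among those others were median-ratio factors (1533 genes higher), whose scale the means of Table S2 match for genes with whole counts (ratio 0.958 to 1.03). Of the 1113 genes marked up in the part of Table S2 at hand, 217 are not listed in any library, while 885 genes are marked down there. A setting that comes close to 2470 therefore need not be the reason for the gap. Library totals also reached it, a setting chosen after seeing the values, which drops 391 of the 1542 genes of the paper's table that were at hand and tested (the main test drops 168). Such a loss is not particular to it. Limma drops 392 on log2(FPKM + 1), 377 on log2(FPKM + 0.1), 359 on log2(TPM + 1) and 267 on quantile-normalized values, and the paper's fold formula drops 379. Unadjusted p drops 110, library weights 117, no fold minimum 138 and leaving out Δ*TpKu70* replicate 1 142. The same drops hold for these settings below.

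Of the starch genes, the paper calls 8 lower and the test here 3, and no setting came within 1.5 times. Without a filter on low values *TP07411*, *TP00293* and *TP03913* were called, and *TP05120* was called with unadjusted p, library weights, only genes above 0 in all 6 libraries and without Δ*TpKu70* replicate 1, and, chosen after seeing the values, with DESeq2 and without genes with decimals in their counts (153 and 28 of the paper's genes dropped). *TP03337* was called under no setting, and only the one without a filter tested it. Only 4 of the 8 genes passed the filter of the main test, so no setting that keeps this filter could come within 1.5 times.

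Of the genes of cell wall-degrading enzymes, the paper names 13 as higher and 6 were called here, with no setting within 1.5 times. *TP02423* was called with limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(TPM + 1), with library weights and without Δ*TpKu70* replicate 1, and, chosen after seeing the values, with library totals. *TP04686*, *TP04716*, *TP03145*, *TP12748*, *TP07888* and *TP12892* were called under no setting. Only 7 of the 13 genes passed the filter of the main test, so no setting that keeps this filter could come within 1.5 times. The 6 genes just named did not pass it, and *TP07888* and *TP12892* were tested under no setting. Of genes the paper calls lower, *TP09412*, *TP09042*, *TP00303*, *TP02522* and *TP04108* were called only without a filter on low values. *TP05314* was called with unadjusted p, library weights, only genes above 0 in all 6 libraries, without Δ*TpKu70* replicate 1 and, chosen after seeing the values, without genes with decimals in their counts. *TP07716*, *TP07983* and *TP03027* were called under none.

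Of the conidiation genes, the paper names 5 as higher and 3 were called here. The settings set beforehand that came within 1.5 times were limma on log2(FPKM + 1), log2(FPKM + 0.1), quantile-normalized log2(FPKM + 1) and log2(TPM + 1), unadjusted p, library weights and without Δ*TpKu70* replicate 1, each of which called *TP04427*/*Bud4*, and the others did not. DESeq2 and library totals, chosen after seeing the values, did as well (153 and 391 of the paper's genes dropped). *TP10901*/*VosA* and *TP06809* were called under no setting.

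For *TP08849*/*AreA* the paper's log2 fold change is 3.45 and the value here 1.26, with no setting within the spread of the libraries. It was past the threshold with limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(TPM + 1) and, chosen after seeing the values, with library totals. For *TP00292*/*BglR* the paper gives 3.89 from its libraries and the value here is −0.0844, with no setting that reached it or called the gene. The paper's own RT-qPCR at 12 h on soluble corn starch reports this gene as down-regulated in Δ*TP05746*. For *TP04427*/*Bud4* the paper's Table S2 gives 4.72667 and the value here is 2.35. Limma on log2(FPKM + 0.1) and the paper's fold formula came within the spread, as did library totals, chosen after seeing the values (391 dropped), and the other settings did not. For *TP03893*/*FadA* Table S2 gives 2.27296 and the value here is 1.34. Limma on log2(FPKM + 1) and log2(FPKM + 0.1) and the paper's fold formula came within the spread, as did library totals, chosen after seeing the values (391 dropped), and the others did not. The counts of *TP08849*, *TP00292*, *TP04427* and *TP03893* all have decimals. Of such genes at hand, 89.2% had means in Table S2 over 5% away from the normalized counts, against 0% of those with whole counts. A different counting of shared reads may thus account for these gaps, which was not tested on these genes.

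For *TP04716*, which had too few counts for the main test, Table S2 gives 4.47017 and the value here without a filter on low values, the only setting that tested it, is −0.968, from 3.77 counts in 1 Δ*TpKu70* library and 3.47 in 1 Δ*TP05746* library. Other genes below the filter were closer to Table S2 in that setting. *TP04686* was at 2.82 (2.71104 in Table S2) and *TP00293* at −2.75 (−2.77104). *TP03337* was at −3.78 (−3.79139) and *TP03913* at −6.04 (−5.45758).

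The paper reports *TP10486*/*ClrB* as changed, and it was not listed in any library here. The paper has more genes higher than lower, where 1550 were higher and 1749 lower here. Of the genes of Table S2 at hand and tested, 1529 of 1542 (99.2%) had the paper's direction, and 1374 were past the threshold in that direction.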

Other observations

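Most other annotation groups of the part of Table S2 at hand, whose members the study chose on these libraries, had members in both directions with TMM factors. Of 3 genes of the cell wall, 2 were higher and 1 lower, with the class III chitinase gene *TP05883* rising from 81.2 ± 23.3 to 1333 ± 386 CPM (SD, n = 3; log2 fold change 4.04, adjusted p = 0.000535 from edgeR's quasi-likelihood test) and the class V chitinase gene *TP05207* at a log2 fold change of −2.96. Of 12 protease genes tested 6 were higher and 6 lower, of 6 genes of secondary metabolism 3 and 3, of 6 heat shock and chaperone genes 3 and 3, of 4 cytochrome P450 genes 3 and 1, of 7 genes of oxidative stress defence 3 and 4, of 4 genes of trehalose metabolism 2 and 2, and of 5 genes of G protein and cAMP signalling 3 and 2. Both higher trehalose genes were listed at 0 in all Δ*TpKu70* libraries with shared reads. The 2 lower ones, *TP04926* and *TP05121*, are annotated as related to trehalose transport and are also counted among the lower sugar transporter genes. The lower genes were fewer under other scaling, with 3 protease genes, 1 heat shock gene, 2 of oxidative stress defence, 0 of trehalose metabolism and 1 of signalling with limma on log2(FPKM + 1), and 3, 0, 2, 1 and 1 with library totals, while the higher ones kept their number. Lower genes of secondary metabolism numbered 1 without Δ*TpKu70* replicate 2 or 3 and with the replicate block. Lower heat shock genes and lower trehalose genes each numbered 1 without Δ*TpKu70* replicate 2 or 3 or Δ*TP05746* replicate 1 or 2. Without Δ*TP05746* replicate 3 they numbered 2 and 0. Both hexokinase genes of glycolysis were lower, as were both genes of hydrophobins and pigment (*RodA* and *ArpA*), at low counts, of which 0 were past the threshold without Δ*TpKu70* replicate 2 or 3, with no filter on low values, with the replicate block and with DESeq2. Of 3 genes of the respiratory chain tested, 0 were past the threshold in the main test, though 1 was lower with median-ratio factors and with DESeq2 and 1 higher with limma on log2(FPKM + 1), and the only proteasome gene at hand was not tested.

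Of the genes that the paper measures by RT-qPCR on wheat bran plus Avicel, the first 2 below had few counts in these libraries. The libraries are from soluble corn starch, so their values do not bear on the RT-qPCR of these genes. *TP08514*/*eg1* had 1, 0 and 0 expected counts in Δ*TpKu70* and 0, 0 and 1 in Δ*TP05746*, *TP09024*/*xyn1* had 7, 2 and 1 against 3, 2 and 5, and *TP05820*/*bgl1*, with 70, 33 and 40 against 59, 85 and 86, had a log2 fold change of 0.045 (adjusted p = 0.914 from the same test).

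The mean columns of Table S2 are headed FPKM. For the 1346 genes at hand with whole counts, the mean of both columns was 0.958 to 1.03 times the mean of median-ratio-normalized counts (median 1.01), and 0.303 to 125.2 times the mean FPKM (median 7.72). A test chosen after the values were seen asked whether reads shared between gene models were counted differently in the table and in the files. Of the 435 genes with decimals in their counts, 89.2% differed by over 5% from the normalized counts, against 0% of the genes with whole counts. Such a difference may also account for the 217 genes of the table at hand that are not listed in any library, all marked up there, which was not tested on those genes.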
